# Chronic Hypoxia Impairs Muscle Function in the *Drosophila* Model of Duchenne's Muscular Dystrophy (DMD)

**DOI:** 10.1371/journal.pone.0013450

**Published:** 2010-10-20

**Authors:** Matias Mosqueira, Gabriel Willmann, Hannele Ruohola-Baker, Tejvir S. Khurana

## Abstract

Duchenne's muscular dystrophy (DMD) is a severe progressive myopathy caused by mutations in the DMD gene leading to a deficiency of the dystrophin protein. Due to ongoing muscle necrosis in respiratory muscles late-stage DMD is associated with respiratory insufficiency and chronic hypoxia (CH). To understand the effects of CH on dystrophin-deficient muscle *in vivo*, we exposed the *Drosophila* model for DMD (*dmDys*) to CH during a 16-day ascent to the summit of Mount Denali/McKinley (6194 meters above sea level). Additionally, *dmDys* and wild type (WT) flies were also exposed to CH in laboratory simulations of high altitude hypoxia. Expression profiling was performed using Affymetrix GeneChips® and validated using qPCR. Hypoxic *dmDys* differentially expressed 1281 genes, whereas the hypoxic WT flies differentially expressed 56 genes. Interestingly, a number of genes (e.g. heat shock proteins) were discordantly regulated in response to CH between *dmDys* and WT. We tested the possibility that the disparate molecular responses of dystrophin-deficient tissues to CH could adversely affect muscle by performing functional assays *in vivo*. Normoxic and CH WT and *dmDys* flies were challenged with acute hypoxia and time-to-recover determined as well as subjected to climbing tests. Impaired performance was noted for CH-*dmDys* compared to normoxic *dmDys* or WT flies (rank order: Normoxic-WT ≈ CH-WT> Normoxic-*dmDys*> CH-*dmDys*). These data suggest that dystrophin-deficiency is associated with a disparate, pathological hypoxic stress response(s) and is more sensitive to hypoxia induced muscle dysfunction *in vivo*. We hypothesize that targeting/correcting the disparate molecular response(s) to hypoxia may offer a novel therapeutic strategy in DMD.

## Introduction

Mutations in the *DMD* gene cause Duchenne muscular dystrophy (DMD), which is associated with a loss or severe reduction of the dystrophin protein [1], [2], [3]. The disease is characterized by severe progressive muscle degeneration. The main causes of morbidity and mortality in DMD patients are cardiac and respiratory muscle failure, the latter estimated to be responsible for ca. 55 to 90% of the cases [4], [5], [6], [7]. Kyphoscoliotic deformities of the spinal column and chest wall [8], [9], [10], reduced mobility along with ongoing necrosis in the respiratory muscles contribute to the reduced vital capacity [11], [12], hypoxemia and hypercapnia [8] noted in DMD patients with respiratory insufficiency. While extremely important from a patho-physiological viewpoint, the possible contribution of chronic hypoxia (CH) to disease progression in DMD patients is not fully understood.

Full length dystrophin is a 427 KDa cytoskeleton associated protein composed of four distinct structural domains: 1) N-terminal “actin binding” domain; 2) rod domain consisting of spectrin-like repeats; 3) cysteine-rich domain; and 4) a carboxyl-terminal domain [3], [13], [14]. Dystrophin is associated with a complex of proteins including the dystroglycans, sarcoglycans, sarcospan, syntrophins, and dystrobrevins to form the called dystrophin associated complex (DAC) [13], [15]. Apart from a structural cytoskeletal role, the DAC has been proposed to have an intracellular signaling role based on its association with acetylcholine receptors [16], [17], voltage-gated sodium channels [18], [19] and the neuronal isoform of the nitric oxide isoform (nNOS) [13], [15], [20], [21], [22]. Muscles from mice deficient nNOS, either by a primary nNOS-specific mutation or secondarily by dystrophin-deficiency, show insufficient production of NO, resulting in impaired metabolic modulation of α-adrenergic vasoconstriction [23], [24], [25]. Consequently, the normally protective vascular relaxation mechanism is compromised and ischemia has been noted in dystrophin-deficient limbs. Indeed, changes in vascular function have been suggested as early and important pathological changes in DMD muscles [26], [27]. Distinct from the localized hypoxia due to inadequate blood supply noted in ischemia (e.g. due to inadequate NOS activity) DMD patients have a well-described ventilatory insufficiency associated with significant desaturation of arterial oxygen (from 95% to 74% during sleep time) and ensuing systemic hypoxia that would also be predicted to contribute to patho-physiology [28], [29]. These issues are also being addressed in various DMD animal models. Indeed, the *mdx* mouse model has alterations in ventilatory frequency and responses to hypoxia compared to normal mouse. Additionally exposure to episodic hypoxia has been noted to exacerbate diaphragmatic dysfunction in *mdx* mice [30], [31], [32].

The dystrophin gene is evolutionarily well conserved and a number of animal models of DMD have been described including mouse (*mdx*) [33], [34], dog (GRMD) [35], zebra fish [36], *C. elegans* [37] and *Drosophila melanogaster* (*dmDys*) [15], [38], [39], [40], [41], [42] with mutations existing in the dystrophin gene in vertebrates or invertebrates genes [15], [43]. The *Drosophila melanogaster* dystrophin homolog shares 54% sequence identity with human dystrophin, having conserved motifs in regions that interact with dystroglycan, syntrophins and dystrobrevins [15]. The organization of the Drosophila dystrophin gene as is complex as its mammalian counterparts, having three large isoforms called dystrophin-like products and three truncated products (Dp186, Dp205 and Dp117) sharing with the large isoforms the cysteine-rich domains and carboxy-termini driven by separate internal promoters [15], [38]. Two isoforms of syntrophin, a protein that interacts with voltage-gated sodium channel and nNOS via PDZ domains, is also expressed in *Drosophila melanogaster* with a 40% identity with human counterparts [15]. NOS is another protein constituent complex of the DAC that is expressed in *Drosophila melanogaster*. Flies have only one single gene for NOS, instead of three found in vertebrates. Flies heterozygous for the NOS deletion show a reduced level of protein and half the wild type level of NOS activity, while homozygous deletion in this gene causes lethality in the offspring [44].

Hypoxia is a potent stimulus known to induce changes in expression of a broad array of genes. Particularly well studied in mammals are cascades of gene expression occurring via activation of the Hypoxia Inducible Factor (HIF) transcription factor pathway. *Drosophila* responds to hypoxia using the *sima* and *tango* pathways which are similar to HIF-1α and HIF-1β, respectively [45]. The Sima response to hypoxia has been characterized using a HRE-LacZ reporter gene for murine lactate dehydrogenase A (LDA) in transgenic fly embryos. Sima expression increased LDA after exposing the transgenic flies to 5% O_2_ for 8 h [46]. The deletion of the oxygen-dependent degradation domain (conserved in mammals and *Drosophila*) induced an increase in Sima protein levels, similar to that seen under hypoxic conditions, demonstrating that Sima is oxygen-dependent and regulated by a mechanism similar to the one described for mammalian HIF-α. The *tango* gene product has structural similarities to its mammalian ortholog HIF-1β protein and is known to binds Sima and other bHLH proteins [47]. Challenging adult *Drosophila* to two different lengths of exposure to hypoxia induces the expression of different sets of genes [48]. Interestingly, in *Drosophila* the heat shock proteins (HSPs) expression was not induced in the mild hypoxia conditions (5% O_2_), but was induced during extreme hypoxic conditions (1% O_2_), suggesting that these gene expression changes are an adaptive response to low oxygen levels rather than a response to changes in exposure time [48].

*Drosophila*, as other insects, depend on pairs of segmental or intersegmental muscles located in the dorsal region of each abdominal segment for several movements, such as ventilation, oviposition and steering during flight and on direct and indirect thoracic flight muscles for flight [49], [50]. Those muscles show age-depended degeneration in dystrophic flies and significantly reduce mobility of the flies [40], suggesting that dystrophic flies may be subject to poor functional recovery from hypoxic challenges if the muscles function were compromised by CH. However, the effects of CH on changes of gene expression and muscle function in dystrophin-deficient states have not been fully characterized. Here, we examine the effects of CH in the *Drosophila* DMD model (*dmDys*), using a combination of molecular and functional assays including Affymetrix GeneChip®-based expression profiling, qPCR, recovery time after an acute hypoxia challenge and climbing assays. Our data demonstrate that dystrophin–deficient flies mount a disparate, pathological response to hypoxia and that chronic exposure to hypoxia impairs muscle function dystrophin-deficient flies *in vivo*.

## Materials and Methods

### *Drosophila* stocks

*UASdmDysC-term*, UAS*dmDysN-term*, *ω^−^;;24B-Gal4* and *P-tub-Gal4* stocks flies were have been previously described [40] and were maintained at room temperature on standard molasses media. For expression profiling and functional experiments, we used dystrophic flies which were obtained by crossing *UASdmDysC-term* with *P-tub-Gal4* (ubiquitous expression of dsRNA to all tissues and hence blocks the expression of all short and long dystrophin isoforms). Additionally, we also used the offspring of *UASdmDysC-term* crossed with the driver *24B-Gal4* (mesoderm muscle expression of dsRNA) and *UASdmDysN-term* (expression of dsRNA to block the expression of all short and long dystrophin isoforms) driven by both drivers for functional experiments. *P-tub-Gal4* driver flies were used as gene expression controls. *P-tub-Gal4* and *24B-Gal4* drivers were used as controls for functional assays, as appropriate.

### Exposure to Chronic Hypoxia

Flies were exposed to CH during a 16-day ascent of Mount Denali/McKinley (6194 meters above sea level) with permission from the National Park Service, USA. All flies were transported by aeroplane from Philadelphia in thermally insulated vials carried on person to Kahiltna Glacier at the base of Mount Denali/McKinley and carried on foot thereafter. Environmental oxygen pressure (PO_2_) was calculated from expedition logs (Table S1) using the formula developed by Prof. John B. West [51]. *DmDys* and WT flies were also exposed to CH in laboratory simulations using PO_2_ values from Table S1 using a Pegas 4000F gas mixer (Columbus Instruments, OH, USA). Normoxic flies were kept breathing at room air in Philadelphia, PA. After exposure to CH, flies were immediately frozen in RNALater® (Ambion, Applied Biosystems, Foster City, CA) and kept frozen till they were processed for gene expression profiling.

### Expression profiling and qPCR validation

Methods were applied as described by manufacturer and carried out in the laboratory and at the University of Pennsylvania Microarray Core. The whole body of each fly was individually homogenized and total RNA was extracted from individual flies using a RNeasyMini kit (Qiagen, Valencia, CA) and 100 ng were amplified using NuGen Ovation Amplification Kit (NuGen, San Carlos, CA). The processed cDNA prepared from 3.75 µg of aRNA was hybridized onto GeneChip® Drosophila Genome 2.0 array platform (Affymetrix, Santa Clara, CA). Microarray images were acquired by GSC 3000 laser scanner (Affymetrix). The raw intensity values were processed and normalized by CG-RMA algorithm from raw *CEL* files and analyzed using GeneSpring GX V 7.3.1 software (Aligent Technologies, Santa Clara, CA). The statistical significance (p<0.05), the false discovery rate-FDR (0%), and the ratio of the changes in expression (2 fold-change cut-off) was calculated using Significance Analysis of Microarray software [52]. Microarray results were validated through real time qPCR; 100 ng of total RNA from four individual flies were used to performed reverse transcriptional reaction using SuperScript First-Strand, random hexamers protocol (Invitrogen, Carlsbad, CA). TaqMan® Gene Expression assays using MGB probe and primers (Applied Biosystems, Foster City, CA) for different genes were performed in a 20 µL final volume (Table S2). The target gene expressions were normalized using ribosomal protein 11 expression. All primary microarrays for the *dmDys* and WT studies describe above is MIAME compliant and the raw data has been deposited at the MIAME compliant NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE15879.

### Functional assays

The recovery from severe hypoxia assay was performed as previously described [53]. Briefly, 100 adult (3–5 days-old) flies/genotype were placed in 5 different tubes (20 flies/tube) covered by air permeable cloth and exposed for 2 hours to 1% of FiO_2_ and then returned to room air. The time of recovery was recorded once the fly was able to start to climb up the vial. Each fly was exposed once to the severe hypoxia assay. The climbing assay was performed to measure the upward mobility as previously described [40]. Briefly, five vials from each genotype containing 20 flies each (100 flies in total) were put into a glass 50 mL tube (12 cm long) and tapped once to keep them at the bottom. After 30 seconds, the first tube was blocked with cotton and then the second tube, which was connected to the first tube, was connected to the third tube for another 30 second, and so on. The number of flies in each tube was counted and the climbing index was calculated as weighted average according to the tube number; the sum of the number of flies in each tube multiplied by the tube number and divided by the number of the last tube times the number of the flies in the assay [54], [55]. Each fly was exposed once to the climbing apparatus.

### Statistical analysis

All results were expressed as mean ± SEM. The qPCR results were analyzed using Relative Expression Software Tool-Multiple Condition Solves version 2 (REST-MCS) [56]. Kaplan-Meier test was performed on recovery assay and Kruskall-Wallis test and Dunn's multiple comparisons post-test for climbing assays. A p-value <0.05 was considered statistically significant.

## Results

### Gene expression profile

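RNA from 4 CH-*dmDys* flies and 4 normoxic *dmDys* flies was measured on 8 Affymetrix Drosophila Genome 2.0 arrays, 1 whole fly per array, after amplification of the RNA with the NuGEN Ovation system. The *dmDys* flies came from a cross that expresses an RNA interference construct against dystrophin, the muscle membrane protein encoded by Dys, under the ubiquitous driver P-tub-Gal4. The brightest Dys probe set had a mean log2 level of 8.61 ± 0.38 (SD, n = 4 flies) in CH-*dmDys* flies and 7.50 ± 1.56 (SD, n = 4) in normoxic *dmDys* flies, a log2 difference of 1.11 (standard error 0.78, adjusted p = 0.447 from limma). Another, near the floor of the arrays, was higher in CH-*dmDys* flies by a log2 difference of 1.26 (standard error 0.27, adjusted p = 0.024), and this call was lost without CH-*dmDys* replicate 6, 7 or 8 or without normoxic *dmDys* replicate 7, 8 or 10 (adjusted p from 0.050 to 0.066). The other Dys probe sets lay at the floor, at a log2 level of 2.08, in both groups. Of 11 genes of the dystrophin complex, which links the cytoskeleton to the extracellular matrix, dystroglycan (Dg) was lower by the test, and it no longer passed when any of the 4 CH-*dmDys* flies or normoxic *dmDys* replicate 6, 7 or 10 was left out (adjusted p from 0.066 to 0.102); the list of 11 genes as a whole had adjusted p = 0.716 from camera. The signal of the 3' probe sets over the 5' probe sets of the control transcripts Act5C, Gapdh and eIF-4a, a measure of how much of each transcript's length was preserved and amplified, had a mean log2 difference of 3.29 ± 0.54 (SD, n = 4) in CH-*dmDys* and 8.46 ± 2.01 (SD, n = 4) in normoxic *dmDys* flies (two-sided exact permutation test, p = 0.029, the smallest that 4 flies against 4 allow; 0.069 after Benjamini-Hochberg adjustment over 12 such tests). The difference was present in Act5C (-6.72), Gapdh (-4.24) and eIF-4a (-4.53), and the 2 groups did not overlap in any of the 3. The control transcripts therefore differed together with CH wherever gene groups of these flies are compared. The authors computed the probe set values with GCRMA, and the intensity values used here are on a linear scale; log2 was taken without further normalization. The lowest log2 value was 2.06 and the upper quartile of each array lay between 10.18 and 10.28. All 18907 probe sets other than 45 hybridization controls were tested with limma, and a probe set was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 difference was at least 1 in size. The annotation gives 1 gene symbol for 13647 of the 18952 probe sets of the array. On simulated arrays with the spread of these groups, 62.7% of probe sets with a log2 difference of 1.5 and 94% of those with a log2 difference of 3 were called. The number of arrays limits the precision of each value.

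**Figure D1:**
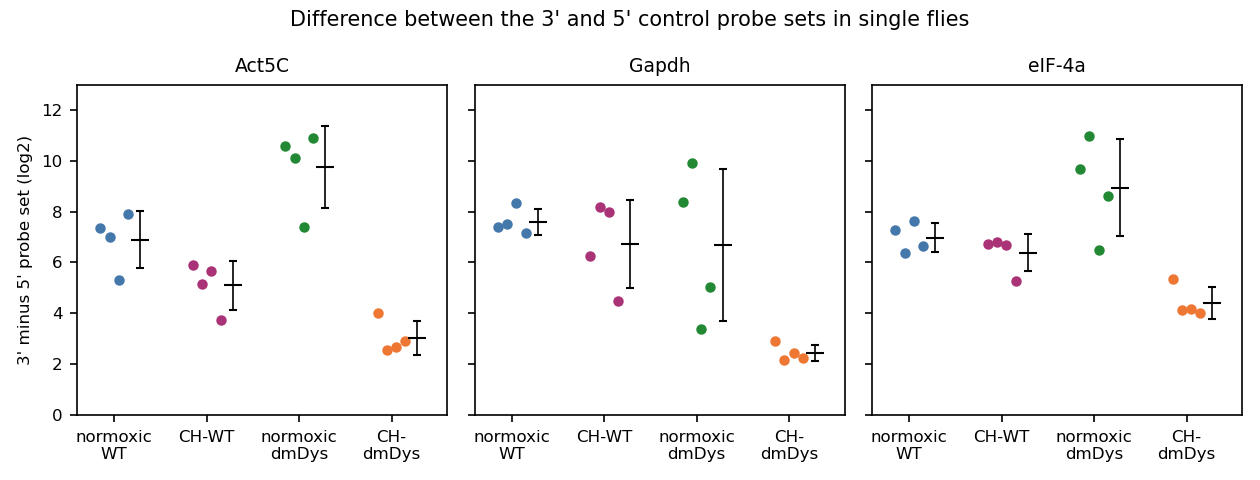
Log2 level of the 3' probe set minus that of the 5' probe set (vertical axis) for the control transcripts Act5C, Gapdh and eIF-4a, with 1 point per fly, in CH-dmDys, normoxic dmDys, CH-WT and normoxic WT flies (4 flies per group). In each of the 3 transcripts the 4 CH-dmDys flies sit below the 4 normoxic dmDys flies.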

To determine the effect of CH on dystrophin-deficient flies we screened the Affymetrix Drosophila Genome 2.0 GeneChip® platform and identified gene expression profiles of four individual CH-*dmDys* (Hypoxia protocol provided in Table S1) with four individual normoxic *dmDys* flies. The expression levels of all probe sets represented on individual microarrays was plotted on a scatter graph (Figure 1A) and shows the overall pattern of differences in gene expression. The overall correlation coefficient (r^2^) for the normoxic sample data sets compared amongst themselves was 0.98, for the hypoxic sets 0.97 and the r^2^ between the normoxic and hypoxic sample data sets was 0.86, demonstrating the low intra-variability among the samples from normoxic and hypoxic transcriptomes in the *dmDys* flies. 

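Arrays of *dmDys* flies correlated more closely within CH-*dmDys* and within normoxic *dmDys* flies than between them. The squared Pearson correlation of log2 levels over all probe sets averaged 0.986 (SD 0.0034, 6 pairs of flies) among normoxic *dmDys* flies, 0.989 (SD 0.0028, 6 pairs) among CH-*dmDys* flies, and 0.950 (SD 0.0092, 16 pairs) between the groups. Over the probe sets brighter than the median, where fewer values lie at the floor, the means were 0.949, 0.958 and 0.802. The highest value between the groups was 0.965, below each value within a group. In 5499 probe sets (29.1%) every fly of one group lay above every fly of the other, against a share of 2.86% by chance. Few genes of energy metabolism were called between the groups, though many had smaller differences. Of 22 genes of oxidative phosphorylation, the respiratory chain of the mitochondria, 0 were called by limma or by SAM and 10 had an unadjusted p under 0.05. Of 13 genes of the TCA cycle, which feeds that chain, 0 were called by limma or by SAM and 7 had an unadjusted p under 0.05. Of 14 glycolysis genes 1 was higher and 11 had an unadjusted p under 0.05. Over all 18907 probe sets 6043 had an unadjusted p under 0.05. Camera gave adjusted p = 0.352, 0.530 and 0.716 for these 3 lists, and after quantile normalization over all 16 arrays oxidative phosphorylation passed as lower (adjusted p = 0.005).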

After imposing statistical and 2 fold expression levels cutoffs, 1281 genes were found to be differentially expressed (Figure 1A and Table S3), of which 706 genes were significantly up-regulated (55.1% of the differentially expressed genes) and 575 significantly down-regulated (44.9% of the total differentially expressed). 

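CH-*dmDys* flies differed from normoxic *dmDys* flies in 1801 probe sets. Of these, 1032 (891 genes) were higher and 769 (663 genes) lower in CH-*dmDys* flies. Of 153 detoxification enzymes, the cytochromes P450 and glutathione S-transferases that modify foreign compounds, 26 were higher and 5 lower (31 and 5 when adjusted over the list alone). Cyp6a18 was higher by a log2 difference of 4.14 (standard error 0.42, adjusted p = 0.003) and GstD10 by 4.07 (standard error 0.48, adjusted p = 0.004). Of 40 ribosomal protein genes 2 were higher and 1, RpS28a, was lower (log2 difference -2.32, standard error 0.32, adjusted p = 0.006). The 2 higher ones, RpL24-like (1.23) and RpL34a (1.10), lost their call without any of the CH-*dmDys* flies or without normoxic *dmDys* replicate 6, 7 or 10 (adjusted p from 0.058 to 0.091). Of 29 genes of muscle structure 1, Act88F, the actin of the indirect flight muscle, was lower (log2 difference -1.65, standard error 0.35, adjusted p = 0.022); without CH-*dmDys* replicate 6, 7 or 8 or normoxic *dmDys* replicate 10 it did not pass (adjusted p from 0.051 to 0.061). As lists, camera placed detoxification (adjusted p = 9.9e-07) and ribosomal proteins (adjusted p = 3.1e-04) higher and muscle structure lower (adjusted p = 0.003) than other genes. With an estimated correlation among the genes these lists had adjusted p = 0.418, 0.681 and 0.726; over all probe sets of each gene muscle structure had 0.105, and after quantile normalization the ribosomal list had adjusted p = 0.091. The re-implemented SAM called 471 probe sets, all among the 1801. Of the 1280 probe sets of Table S3 that could be matched, 1273 were called. With the 3' to 5' difference of the control transcripts as a covariate 29 probe sets were called, 28 of them among the 1801. This covariate did not overlap between the groups, so the fit cannot separate the preservation of the RNA from CH.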

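The largest rises in CH-*dmDys* flies were in CG14499 and LysX, and the largest falls in Hsp70 probe sets and CG12057. LysX, which encodes a lysozyme of the gut, had a log2 level of 10.79 ± 0.96 (SD, n = 4) in CH-*dmDys* and 2.09 ± 0.03 (SD, n = 4) in normoxic *dmDys* flies, a log2 difference of 8.69 (standard error 0.47, adjusted p = 3.2e-04) and a ratio of linear means of 494.9. CG14499 had a log2 difference of 9.88 (standard error 0.75, adjusted p = 0.001) and a ratio of 708.3. CG12057 had a level of 2.33 ± 0.05 (SD, n = 4) in CH-*dmDys* and 11.48 ± 0.75 (SD, n = 4) in normoxic *dmDys* flies, a log2 difference of -9.15 (standard error 0.37, adjusted p = 1.3e-04) and a ratio of -624.4. Such ratios rest on values at the floor of the arrays in 1 of the groups. Of 38 digestive enzymes of the gut 2 were higher and 5 lower; LysX was the largest rise, and the trypsin-like protease Jon65Ai fell by 4.49 on the log2 scale (standard error 0.66, adjusted p = 0.007). Of 12 antimicrobial peptides, which insects release on infection, 3 were higher and 1 lower: Drsl2 by 4.51 (standard error 0.62, adjusted p = 0.006), Drsl3 by 4.43 (standard error 0.28, adjusted p = 5.3e-04), DptB by 3.94 (standard error 0.61, adjusted p = 0.008) and Drsl4 by -7.85 (standard error 0.54, adjusted p = 8.1e-04). Members of both lists moved in both directions, and camera gave adjusted p = 0.979 for the digestive enzymes and 0.079 for the antimicrobial peptides, which passed as higher without CH-*dmDys* replicate 8 (adjusted p = 0.012).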

The genes for lysosome X and CG12057 were the most up-regulated (498.87 fold) and down-regulated (-624.6 fold), respectively. Figure 1B shows the heat map representation of hierarchical clustering of the profile. 

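Average-linkage clustering of the 8 arrays on 1 minus the correlation of log2 levels separated the 4 CH-*dmDys* flies from the 4 normoxic *dmDys* flies. The 2 clusters joined at a distance of 0.0254, and every join inside a cluster was at 0.00826 or less. Transcripts of the testis had a median log2 level of 13.33 ± 0.03 (SD, n = 4) in CH-*dmDys* and 13.69 ± 0.04 (SD, n = 4) in normoxic *dmDys* flies, and those of eggs and yolk lay at the floor, at 2.08, in both. Of 29 testis genes 1 was higher and 0 lower, and camera placed the list lower (adjusted p = 0.026, adjusted p = 0.710 with an estimated correlation). Without CH-*dmDys* replicate 5 the list had adjusted p = 0.095 and without normoxic *dmDys* replicate 10 it had 0.078. The higher gene, Prosalpha3T, lost its limma call without any of the CH-*dmDys* flies or without normoxic *dmDys* replicate 6, 7 or 10 (adjusted p from 0.061 to 0.105). Of 23 genes of the male accessory gland and ejaculatory bulb, which make seminal fluid, 0 were called by limma or by SAM and 2 had an unadjusted p under 0.05 (adjusted p = 0.979 for the list). Of 29 egg and yolk genes 1 was lower (adjusted p = 0.716). This gene, grk, lost its limma call without CH-*dmDys* replicate 6, 7 or 8 or without any normoxic *dmDys* fly (adjusted p from 0.072 to 0.086). Of 19 storage and fat body genes 1 was higher (adjusted p = 0.368): Lsp2, a larval serum protein, with a log2 difference of 1.72 (standard error 0.20, adjusted p = 0.004), close to the floor of the arrays.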

Branch-length analysis of data (Figure 1B) demonstrated that the four CH-*dmDys* samples were more similar to each other than to normoxic-*dmDys* samples and vice versa, further demonstrating that the gene expression profiles between CH- and normoxic-dmDys were significantly different from each other. Similar results were obtained using principal component analysis (data not shown). To independently validate the microarray analysis, we randomly chose five out of the top 10 differentially expressed genes (Table S4) and analyzed them by qPCR from biologically independent samples using TaqMan® Gene Expression probe sets. All five genes showed significant fold-changes in a direction concordant to that as observed in the microarray, confirming the validity of the results (Figure 2).

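The arrays give large differences for the genes chosen for qPCR. Cht9, a chitinase, had a log2 level of 11.12 ± 0.34 (SD, n = 4) in CH-*dmDys* and 3.93 ± 0.33 (SD, n = 4) in normoxic *dmDys* flies, a rise of 7.19 (standard error 0.23, adjusted p = 7.6e-05). CG13311 had a level of 11.29 ± 0.17 (SD, n = 4) and 3.13 ± 0.85 (SD, n = 4) in these groups, a rise of 8.17 (standard error 0.42, adjusted p = 2.8e-04). Jon44E, a trypsin-like protease of the gut, fell by 8.29 on the log2 scale (standard error 0.30, adjusted p = 1.1e-04), from 10.47 ± 0.63 (SD, n = 4) in normoxic *dmDys* flies to the floor in CH-*dmDys* flies. In these genes, and in LysX and CG12057, the 4 flies of one group lay apart from the 4 of the other, and SAM called each of them too.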

**Figure 1:**
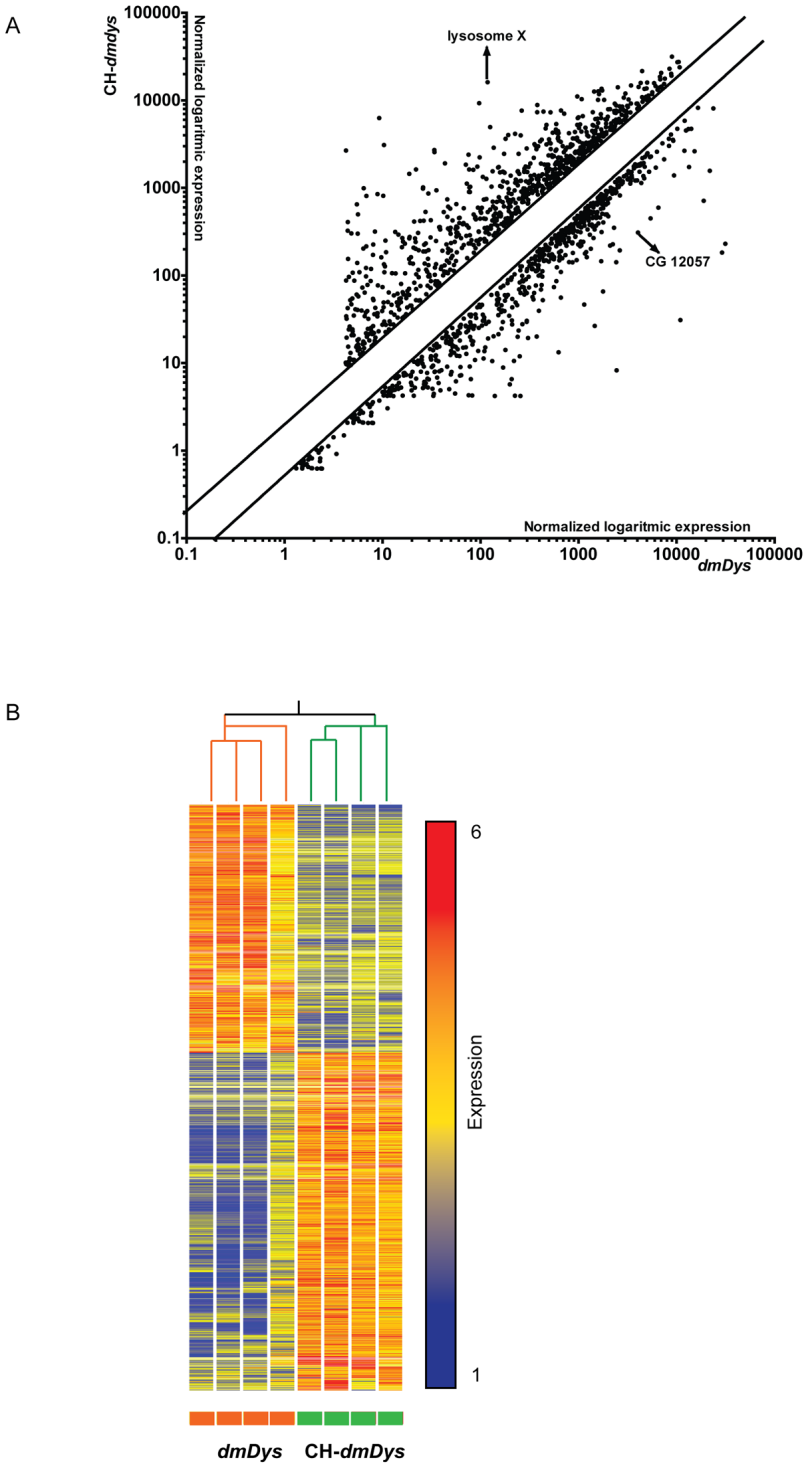
Differential expression of transcripts in *dmDys* exposed to chronic hypoxia. A) Scatter graph of log_10_ expression values of differentially expressed genes. Each individual point on the scatter graph represents a probe set that met the statistical and two-fold differential expression cut offs used in this study. Parallel lines show the 2 fold cutoff. Genes lying furthest off the diagonal exhibit greatest expression differences between CH-dm*Dys* and normoxic *dmDys*. The arrows indicate representative differentially expressed genes used for validation. B) Graphical representation of all 1281 transcripts that were differentially expressed in *CH-dmDys* and normoxic *dmDys*. The four *CH-dmDys* and four *dmDys* GeneChip data sets can be seen to cluster into two distinct groups based on correlation of gene expression pattern. The branches lengths for *CH-dmDys* and *dmDys* subtrees seen at the top are based on normalized raw data of all transcripts and quantitatively demonstrate that the four samples are closely related to each other, as are the four *dmDys* samples. Each horizontal colored bar represents one probe set, and the color of the bar determines the degree of expression (red  =  up-regulated genes; blue  =  down-regulated genes; yellow  =  no differentially regulated genes).

**Figure 2:**
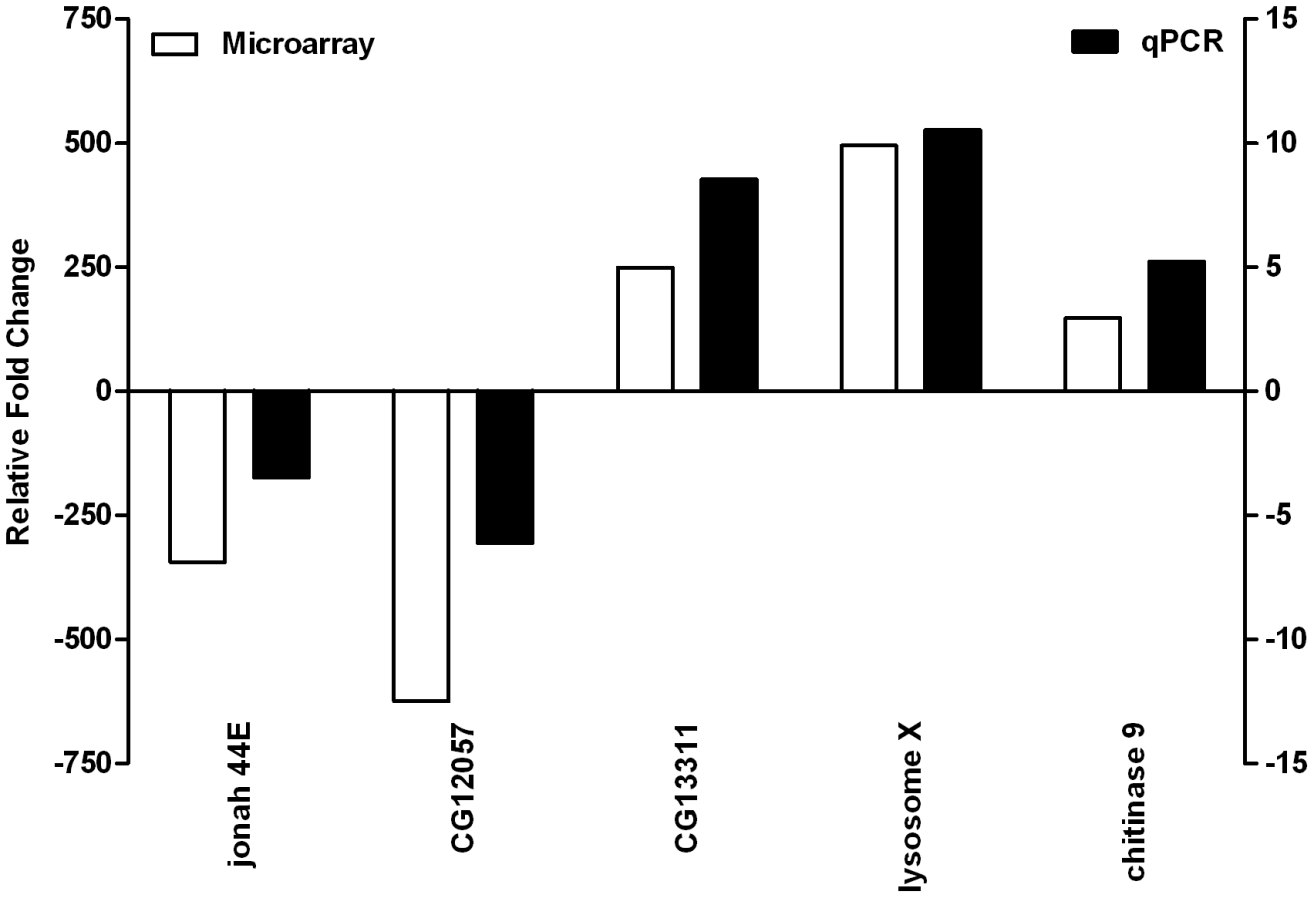
Validation of differential expression of five genes detected on *CH-dmDys* profile by real time RT-PCR. Five out of top 10 differentially expressed genes were amplified using cDNA from four independent RNA preparations and analyzed by qPCR. Graph shows concordant changes of gene expression levels for various genes noted on microarrays (unfilled bars) and validated by qPCR (filled bars).

In order to understand the relationship between the genes differentially expressed and pathways involved we analyzed the differentially expressed genes list by clustering of functional annotation of the main biological processes using DAVID. To increase stringency, we only selected the enriched groups in which all annotations were significantly clustered (p<0.05). 

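Of 37 measured genes of amino acid metabolism 12 were higher and 1 was lower in CH-*dmDys* flies, with a median log2 difference of 0.57 over the list. Tyrosine aminotransferase (Tat) rose from 8.78 ± 0.74 (SD, n = 4) to 13.63 ± 0.26 (SD, n = 4), a log2 difference of 4.85 (standard error 0.38, adjusted p = 0.001). Homogentisate 1,2-dioxygenase (hgo), which acts in the breakdown of the same amino acid, rose by 4.79 (standard error 0.54, adjusted p = 0.003). Asparagine synthetase (AsnS) fell by 5.37 on the log2 scale (standard error 0.75, adjusted p = 0.006). Camera placed the list higher than other genes (adjusted p = 6.1e-07), and it had adjusted p = 0.282 with an estimated correlation. Of 27 regulators of protein kinase activity 1 was higher and 1 lower (1 and 2 when adjusted over the list alone). Cdk5alpha, an activator of the kinase Cdk5, was higher by 1.78 (standard error 0.26, adjusted p = 0.007), and cyclin B3 (CycB3), which acts in mitosis, was lower by a log2 difference of -1.13 (standard error 0.17, adjusted p = 0.008). The list as a whole had adjusted p = 0.957. The authors drew both categories from these samples, so these lists are not independent evidence of direction.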

The most enriched categories among the up-regulated genes were amino acid, carboxylic acid and organic acid metabolic processes and among the down-regulated genes were regulation of protein kinase, transferase and kinase activities (Table S5).

Having established the gene expression profile of *dmDys* subjected to CH we also determined the gene expression profile of CH wild type (WT) *Drosophila* in order to compare hypoxia-induced gene changes in *dmDys* to those in WT. We screened the Affymetrix Drosophila Genome 2.0 GeneChip® platform and identified gene expression profiles of four individual CH-WT (Hypoxia protocol provided in Table 1) flies with four individual normoxic WT flies. 

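RNA from 4 CH-WT and 4 normoxic WT flies, single whole flies that carry the P-tub-Gal4 driver alone, was amplified and hybridized in the same way on 8 arrays. The CH-WT flies were exposed in a normobaric chamber, in which oxygen was lowered by a gas mixture, and the CH-*dmDys* flies to low air pressure on the mountain. Transcripts of muscle structure genes had a median log2 level of 13.42 ± 0.56 (SD, n = 4) in CH-WT and 13.53 ± 0.28 (SD, n = 4) in normoxic WT flies. Of the 29 genes 0 were called, 0 had an unadjusted p under 0.05 and SAM called 0; the list had adjusted p = 0.446 from camera and passed as lower after quantile normalization over all 16 arrays (adjusted p = 0.039). It was placed higher without CH-WT replicate 6 (adjusted p = 0.015) and lower without CH-WT replicate 7 (adjusted p = 9.7e-04) or normoxic WT replicate 2 (adjusted p = 0.046). Of 11 dystrophin complex genes 0 were called, with 0 at an unadjusted p under 0.05 and 0 by SAM (adjusted p = 0.615 for the list). The 3' to 5' log2 difference of the control transcripts was 6.07 ± 1.06 (SD, n = 4) in CH-WT and 7.16 ± 0.16 (SD, n = 4) in normoxic WT flies (two-sided exact permutation test, p = 0.029; 0.069 after adjustment over 12 tests). This difference between the CH-WT and normoxic WT groups, -1.08, was -0.59 without CH-WT replicate 7 and normoxic WT replicate 5 (exact p = 0.100). The lowest log2 value was 1.95 and the upper quartiles lay between 8.99 and 9.09, both apart from those of the *dmDys* arrays; the authors' GCRMA values of WT and *dmDys* arrays therefore come from separate normalizations. The test and the thresholds were those used for the *dmDys* flies. On simulated arrays with the spread of the WT flies, 10.4% of probe sets with a log2 difference of 1.5, 44.8% of those with 3 and 78.8% of those with 6 were called.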

The expression levels of all probe sets represented on individual microarrays was plotted on a scatter graph (Figure 3A) and shows the overall pattern of differences in gene expression. The overall r^2^ for the normoxic sample data sets compared amongst themselves was 0.98, for the hypoxic sets 0.93 and the r^2^ between the normoxic and hypoxic sample data sets was 0.93, demonstrating the low intra-variability among the samples from normoxic and hypoxic transcriptomes in the WT flies. 

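Among WT flies 2 stood apart from the other 6: CH-WT replicate 7 and normoxic WT replicate 5 had hardly any testis transcripts. Their median log2 levels over 29 testis genes were 2.27 and 2.23, against at least 12.37 in each of the other 14 flies of both genotypes. Genes of the male accessory gland and ejaculatory bulb had a median of 13.71 ± 0.36 (SD, n = 4) in CH-WT and 13.76 ± 0.20 (SD, n = 4) in normoxic WT flies, these 2 flies included. Egg and yolk genes lay near the floor, at 2.17 ± 0.004 (SD, n = 4) in CH-WT and 2.18 ± 0.02 (SD, n = 4) in normoxic WT flies. The squared correlation of log2 levels averaged 0.777 (SD 0.229, 6 pairs) within normoxic WT, 0.782 (SD 0.195, 6 pairs) within CH-WT and 0.822 (SD 0.192, 16 pairs) between the groups. The 2 flies had a value of 0.927 with each other and of 0.547 to 0.663 with the other 6. Without them the averages were 0.985 (SD 0.0034) within normoxic WT, 0.958 (SD 0.0060) within CH-WT and 0.969 (SD 0.0123) between the groups. Of the 29 testis genes 0 were called between CH-WT and normoxic WT flies, with 0 at an unadjusted p under 0.05 and 0 by SAM; camera gave adjusted p = 0.880. It placed the list higher in CH-WT flies without CH-WT replicate 7 (adjusted p = 7.1e-09) and lower without CH-WT replicate 5 (adjusted p = 0.017) or normoxic WT replicate 5 (adjusted p = 2.9e-07). Of 29 egg and yolk genes and 23 accessory gland genes 0 were called, with 0 at an unadjusted p under 0.05 and 0 by SAM (adjusted p = 0.210 and 0.413 for the lists); the accessory gland list passed as higher without CH-WT replicate 3 (adjusted p = 7.6e-06) or normoxic WT replicate 2 (adjusted p = 0.039).

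**Figure D2:**
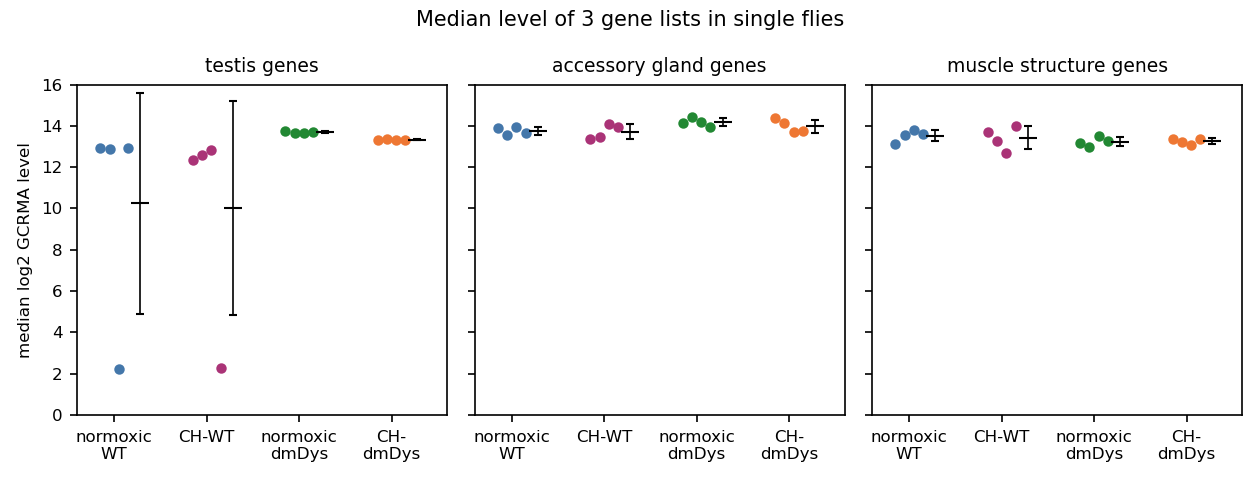
Median log2 level over the genes of the testis, male accessory gland and muscle structure lists (vertical axis), with 1 point per fly, in CH-dmDys, normoxic dmDys, CH-WT and normoxic WT flies (4 flies per group). In the testis list 1 CH-WT fly (2.27) and 1 normoxic WT fly (2.23) sit at the floor; WT and dmDys arrays were normalized separately.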

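No single probe set passed the test between CH-WT and normoxic WT flies, and several groups of genes leaned in one direction. Genes of amino acid metabolism had positive log2 differences in 31 of 37 members, and genes of the M phase of the cell cycle had negative ones in 34 of 35. The homogentisate dioxygenase gene hgo had a log2 difference of 2.76 (standard error 0.80, adjusted p = 1.000). Storage proteins had large differences with a large spread: Fbp2 6.69 (standard error 2.17, adjusted p = 1.000) and Lsp2 5.15 (standard error 1.73, adjusted p = 1.000). Camera placed amino acid metabolism (adjusted p = 5.0e-11), detoxification (adjusted p = 2.6e-06), storage proteins and ribosomal proteins (adjusted p = 6.9e-05 each) and odorant-binding proteins (adjusted p = 2.1e-04) higher in CH-WT flies and the M phase lower (adjusted p = 5.0e-11). With an estimated correlation these 6 lists had adjusted p = 0.552, 0.914, 0.725, 0.725, 0.750 and 0.524. The storage list did not pass without CH-WT replicate 7 (adjusted p = 0.067), nor the odorant-binding list without normoxic WT replicate 5 (adjusted p = 0.660). In all of these lists 0 genes were called by limma or by SAM; at an unadjusted p under 0.05 there were 3 in amino acid metabolism, 1 in the M phase, 6 in detoxification, 4 among storage proteins, 0 among ribosomal proteins and 1 among odorant-binding proteins. Over all probe sets, limma called 0 (lowest adjusted p = 0.053). At an unadjusted p under 0.05 there were 232, of which 94 were higher and 16 lower by at least 2-fold, and SAM called 9, all higher. The 2 groups did not overlap in 165 probe sets (0.873%), where chance gives 2.86%. Other settings of the same test called few: 10 in 1 fit over all 4 groups, 6 with array weights, 2 after quantile normalization, 2 without cross-hybridizing probe sets and 1 without CH-WT replicate 6.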

After imposing statistical and 2 fold expression levels cutoffs, 56 genes were found to be differentially expressed (Figure 3A; Table S6); 55 were up-regulated and only one gene was down-regulated. Figure 3B shows the heat map representation of hierarchical clustering of the entire profile. 

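Average-linkage clustering of the WT arrays separated CH-WT replicate 7 and normoxic WT replicate 5, the flies with testis transcripts at the floor, from the other 6, at a distance of 0.235. Among the other 6, CH-WT replicates 3, 5 and 6 were each closest to a normoxic WT fly (squared correlation 0.965, 0.984 and 0.986). The genes of energy metabolism, digestion, defence and cuticle gave 0 calls by limma or by SAM between CH-WT and normoxic WT flies. At an unadjusted p under 0.05 there were 0 of 14 glycolysis genes, 1 of 13 TCA cycle genes, 0 of 22 oxidative phosphorylation genes, 1 of 38 digestive enzymes, 2 of 12 antimicrobial peptides and 0 of 129 cuticle and chitin genes. Camera gave these lists adjusted p = 0.132, 0.552, 0.578, 0.210, 0.183 and 0.518. Single flies decided some of these: without CH-WT replicate 6 glycolysis (adjusted p = 9.5e-04), oxidative phosphorylation (0.003) and cuticle (0.022) passed as higher in CH-WT flies, and without CH-WT replicate 7 oxidative phosphorylation (8.3e-05) and the antimicrobial peptides (0.007) passed as lower. Glycolysis also passed as higher without normoxic WT replicate 3 (adjusted p = 0.022) or 6 (0.040), and the digestive enzymes without CH-WT replicate 3 (0.022) or normoxic WT replicate 5 (6.6e-04). Regulators of protein kinase activity (27 genes) had adjusted p = 0.210, with 1 gene at an unadjusted p under 0.05 and 0 called by limma or SAM; they passed as lower after quantile normalization over all 16 arrays and without normoxic WT replicate 2 (adjusted p = 0.039 each).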

Branch-length analysis of data (Figure 3B) demonstrated that the four CH-WT samples were more similar to each other than to normoxic-WT samples, and vice versa demonstrating that the gene expression profiles between CH- and normoxic-WT were significantly different from each other. Similar results were obtained using principal component analysis (data not shown). To independently validate the microarray analysis randomly chose five (4 up-regulated and 1 down-regulated) out of the top 10 differentially expressed genes (Table S7) and analyzed them by qPCR from biologically independent samples using TaqMan® Gene Expression probe sets. 

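For the genes chosen for qPCR in WT flies, the arrays show large differences of the group means and a large spread among CH-WT flies. Obp99b, an odorant-binding protein, had a log2 level of 9.60 ± 3.73 (SD, n = 4) in CH-WT and 3.33 ± 0.22 (SD, n = 4) in normoxic WT flies, a difference of 6.27 (standard error 1.81, adjusted p = 1.000 from limma). Hr38, a nuclear hormone receptor, had a level of 5.01 ± 1.65 (SD, n = 4) in CH-WT and 9.68 ± 0.81 (SD, n = 4) in normoxic WT flies, a difference of -4.67 (standard error 0.89, adjusted p = 1.000). CG34227, named CG7738 in Fig. 4, had a difference of 3.35 (standard error 1.12, adjusted p = 1.000). In these 3 genes the groups did not overlap. CG15369, with a difference of 3.22 (standard error 1.41), and juvenile hormone esterase (Jhe), which breaks down juvenile hormone, with 3.15 (standard error 1.54), had overlapping groups and adjusted p = 1.000. From the branch lengths of the clustering, the paper concludes that the profiles of CH-WT and normoxic WT flies differ from each other.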

All five genes showed significant fold-changes in a direction concordant to that as observed in the microarray, confirming the validity of the results (Figure 4). 

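The inducible heat shock genes, whose proteins keep other proteins folded under stress, had positive log2 differences between CH-WT and normoxic WT flies in all 13 probe sets. Their median difference was 2.32. Hsp26 had a log2 level of 12.29 ± 0.34 (SD, n = 4) in CH-WT and 9.79 ± 0.14 (SD, n = 4) in normoxic WT flies, a difference of 2.50 (standard error 0.18, adjusted p = 0.053). Hsp27 had a difference of 1.68 (standard error 0.12, adjusted p = 0.053), Hsp68 one of 2.32 (standard error 0.19, adjusted p = 0.058), and the brightest Hsp70 probe set, which matches several Hsp70B copies, one of 3.76 (standard error 0.30, adjusted p = 0.058). Limma called 0 of the 13 over all probe sets and 9 when adjusted over the list alone, 11 had an unadjusted p under 0.05, and SAM called 8. With probe sets that share a gene with a brighter one left out these were 0 of 10 and 7 over the list alone, and SAM called 6 (camera, adjusted p = 6.4e-55). As a list they lay higher in CH-WT flies (camera, adjusted p = 5.2e-67; adjusted p = 0.009 with an estimated correlation). The study reports these genes from the same samples, so the list is not independent evidence of direction. In 1 fit over all 4 groups 8 of the 13 were called, 5 with array weights and 2 after quantile normalization. Of 23 other chaperones, which fold proteins in unstressed cells as well, 0 were called by limma or by SAM and 1 had an unadjusted p under 0.05 (camera, higher, adjusted p = 7.3e-04; adjusted p = 0.552 with an estimated correlation).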

Functional clustering analysis using DAVID was performed only on the up-regulated gene list, and show an enrichment of the category related with response to stress (Table S8).

**Figure 3:**
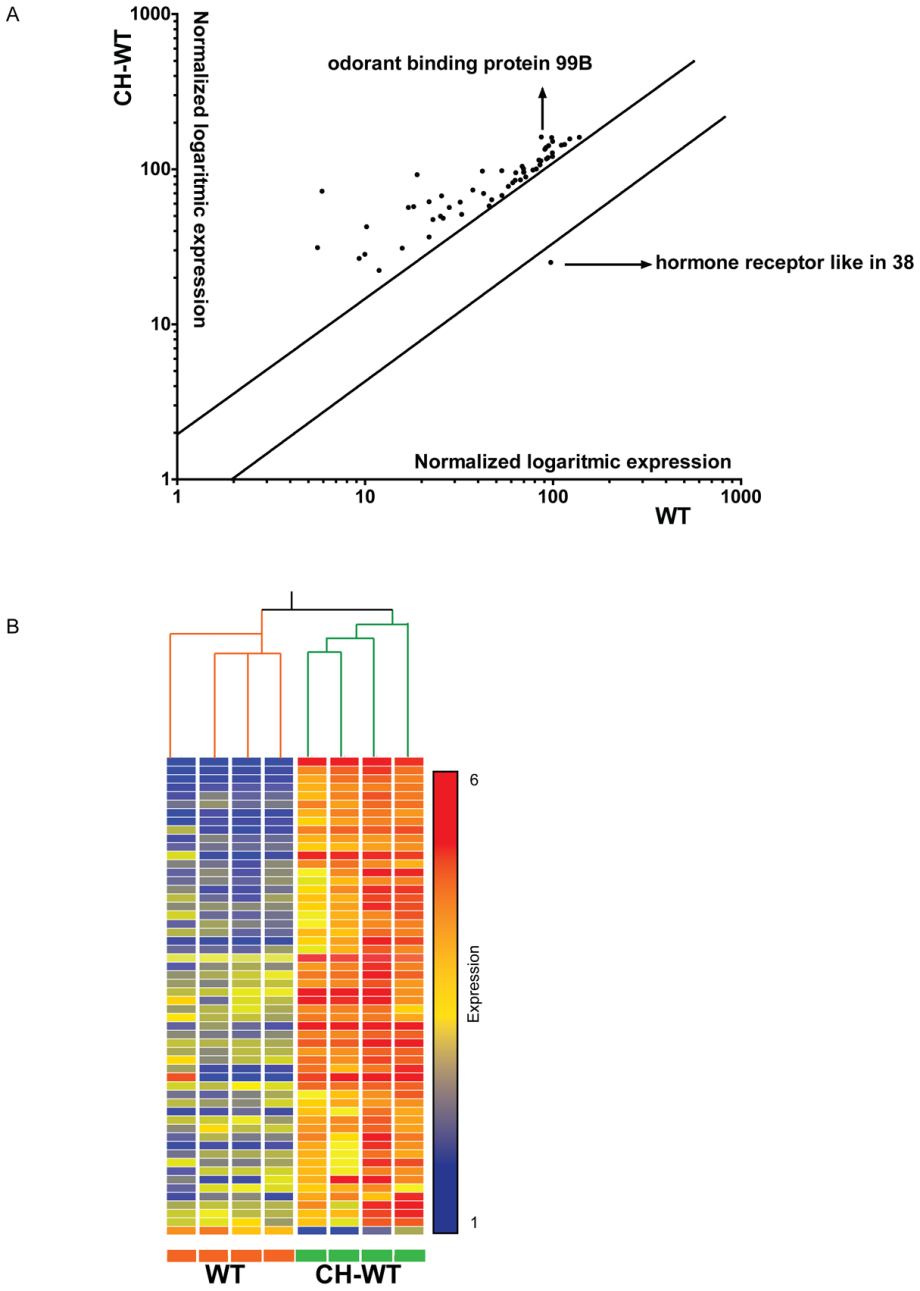
Differential expression of transcripts in WT exposed to chronic hypoxia. A) Scatter graph log_10_ expression values of differentially expressed genes. Each individual point on the scatter graph represents a probe set that met the statistical and two-fold differential expression cut offs used in this study. Parallel lines show the 2 fold cutoff. Genes lying furthest off the diagonal exhibit greatest expression differences between CH-WT and normoxic WT. The arrows indicate representative differentially expressed genes used for validation. B) Graphical representation of all 56 transcripts that were differentially expressed in CH-WT and normoxic WT. The four CH-WT and four WT GeneChip data sets can be seen to cluster into two distinct groups based on correlation of gene expression pattern. The branches lengths for CH-WT and WT subtrees seen at the top are based on normalized raw data of all transcripts and quantitatively demonstrate that the four samples are closely related to each other, as are the four WT samples. Each horizontal colored bar represents one probe set, and the color of the bar determines the degree of expression (red  =  up-regulated genes; blue  =  down-regulated genes; yellow  =  no differentially regulated genes).

**Figure 4:**
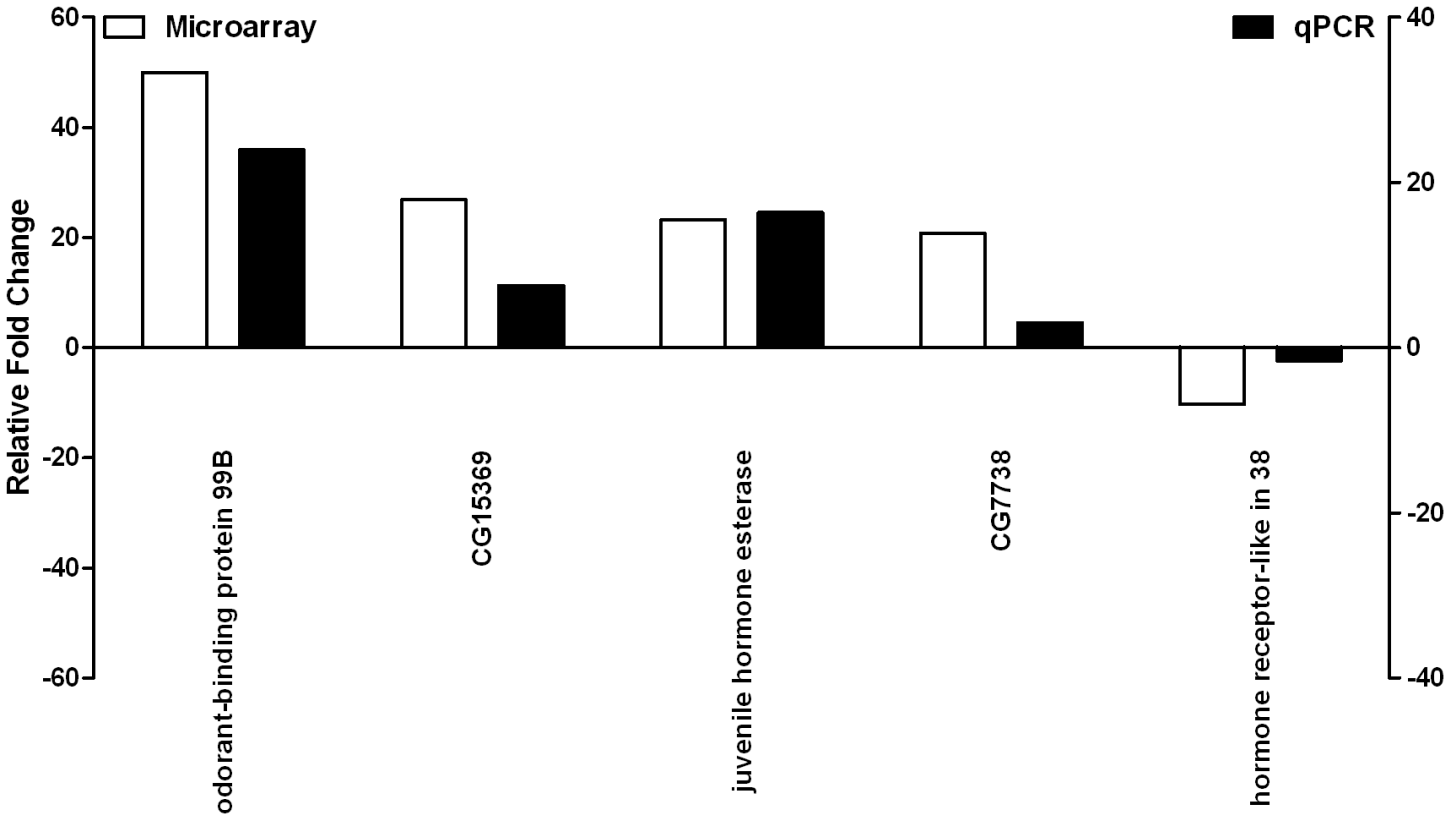
Validation of differential expression of five genes detected on WT profile by real time RT-PCR. Five out of top 10 differentially expressed genes were amplified using cDNA from four independent RNA preparations and analyzed by qPCR. Graph shows concordant changes of gene expression levels for various genes noted on microarrays (unfilled bars) and validated by qPCR (filled bars).

**Table 1:** Intersection gene list comparing profiles of WT and *dmDys* flies exposed to CH.

AFFY_ID	Gene Name	wild type	*dmDys*
**AFFX-r2-Dros-Act5C-5_x_at**	ACTIN 5C	4.11	124.77
**1641681_s_at**	CG5288-PA, isoform A	2.50	3.62
**1633637_at**	CG17026-PA	4.01	6.16
**1633197_at**	CG32024-PA	2.90	41.94
**1628699_at**	larval serum protein 1	6.36	4.76
**1637833_at**	CG30095-PA	23.22	7.47
**1637833_at**	juvenile hormone esterase	3.57	8.21
**1623675_at**	odorant-binding protein 99B	23.21	27.77
**1634529_at**	CG3290-PA	6.11	21
**1636620_s_at**	CG15095-PB, isoform B	2.86	2.65
**1638484_at**	heat shock protein 67BC	5.98	−14.63
**1635044_at**	heat shock protein 26	5.47	−12.12
**1638872_at**	heat shock protein 68	4.82	−24.55
**1629061_s_at**	heat shock protein 22	4.94	−9.98
**1641055_at**	heat shock protein 23	3.24	−7.31
**1628117_at**	heat shock protein 27	3.03	−5.63
**1634187_x_at**	alpha gamma-element	4.63	−18.95
**1626821_s_at**	heat shock protein 70BA	11.40	−2631.58
**1633770_at**	GH10821P	4.61	−3.54
**1639571_s_at**	heat shock protein 70AB	7.34	−2173.91

The AFFY ID, gene name and fold change values obtained from microarray analysis.

Comparing hypoxia-induced gene changes in *dmDys* and WT flies, we found 20 common genes (Figure 5), of which 10 genes were up-regulated in both profiles (CH-*dmDys* and CH-WT), and 10 genes were discordantly regulated in that they were down-regulated in CH-*dmDys* but up-regulated in CH-WT. 

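No probe set was called in both CH responses, since limma called 0 in WT flies. Among the 110 probe sets with an unadjusted p under 0.05 and a change of at least 2-fold in WT flies, 21 were higher under CH in both genotypes, where 5.13 would be shared by independent lists, and 15 were lower in CH-*dmDys* and higher in CH-WT flies, where 3.82 would be. SAM called 8 probe sets lower in CH-*dmDys* and higher in CH-WT flies (0.0995 for independent lists) and 0 higher in both (0.125). Of the genes that the paper lists as higher in both, Obp99b rose in CH-*dmDys* flies by a log2 difference of 4.69 (standard error 0.43, adjusted p = 0.002), Alp2, an alkaline phosphatase, by 4.51 (standard error 0.43, adjusted p = 0.002), CG32024 by 5.29 (standard error 0.31, adjusted p = 4.4e-04) and galactokinase (Galk) by 1.87 (standard error 0.21, adjusted p = 0.003). The carbonic anhydrase gene CAHbeta fell by 1.81 on the log2 scale (standard error 0.15, adjusted p = 0.001) in CH-*dmDys* flies. The difference between the responses of the genotypes was tested itself: it passed for CG32024 (4.01, adjusted p = 0.001) and CAHbeta (-4.17, adjusted p = 0.005) and did not pass for Obp99b (-1.59, adjusted p = 0.931) and Alp2 (2.09, adjusted p = 0.281). The log2 changes of both responses had a Pearson correlation of 0.225 across genes, which are not independent replicates. Overlap at the adjusted threshold was 8 in 1 fit over all 4 groups, 5 with array weights and 2 after quantile normalization.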

Interestingly, 8 out of 10 genes in the disparate group belong to HSP family (Table 1). 

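Heat shock transcripts fell under CH in *dmDys* flies, and as a list they were higher under CH in WT flies. All 13 probe sets of the inducible heat shock genes were lower in CH-*dmDys* flies, over all probe sets and adjusted over the list alone, with a median log2 difference of -3.30. The brightest Hsp70 probe set, which matches several Hsp70B copies, went from 14.84 ± 0.18 (SD, n = 4) in normoxic *dmDys* flies to 3.42 ± 0.59 (SD, n = 4) in CH-*dmDys* flies, a log2 difference of -11.41 (standard error 0.30, adjusted p = 3.3e-05). Hsp68 fell by 4.62 on the log2 scale (standard error 0.09, adjusted p = 1.3e-05) and Hsp26 by a log2 difference of -3.61 (standard error 0.11, adjusted p = 5.6e-05). Camera placed the list lower (adjusted p = 4.5e-20; adjusted p = 0.001 with an estimated correlation). With probe sets that share a gene with a brighter one left out, 10 of 10 were lower (adjusted p = 1.3e-15; adjusted p = 0.003 with an estimated correlation). The response of *dmDys* minus that of WT flies was negative for 12 of the 13 at the threshold, with a median of -5.90 (camera, adjusted p = 5.7e-80; adjusted p = 2.2e-05 with an estimated correlation). For the same Hsp70 probe set it was -15.18 (adjusted p = 1.7e-09). The list was drawn from these samples and is not independent evidence of direction. Genotype and the kind of hypoxia, hypobaric or normobaric, differ together in this comparison, as do travel and other conditions of the mountain. The paper's Table 2 gives qPCR values, not analysed here, in which heat shock transcripts other than Hsp23 are marked as lower in *dmDys* flies under normobaric CH as well. The 3' to 5' signal of the control transcripts moved with CH in *dmDys* flies. With it as a covariate 9 of the 13 were lower. The covariate did not overlap between the groups, so this fit cannot separate the preservation of the RNA from CH. From the opposite direction of the heat shock genes, the paper concludes that *dmDys* flies cannot mount an efficient response to the stress of hypoxia.

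**Figure D3:**
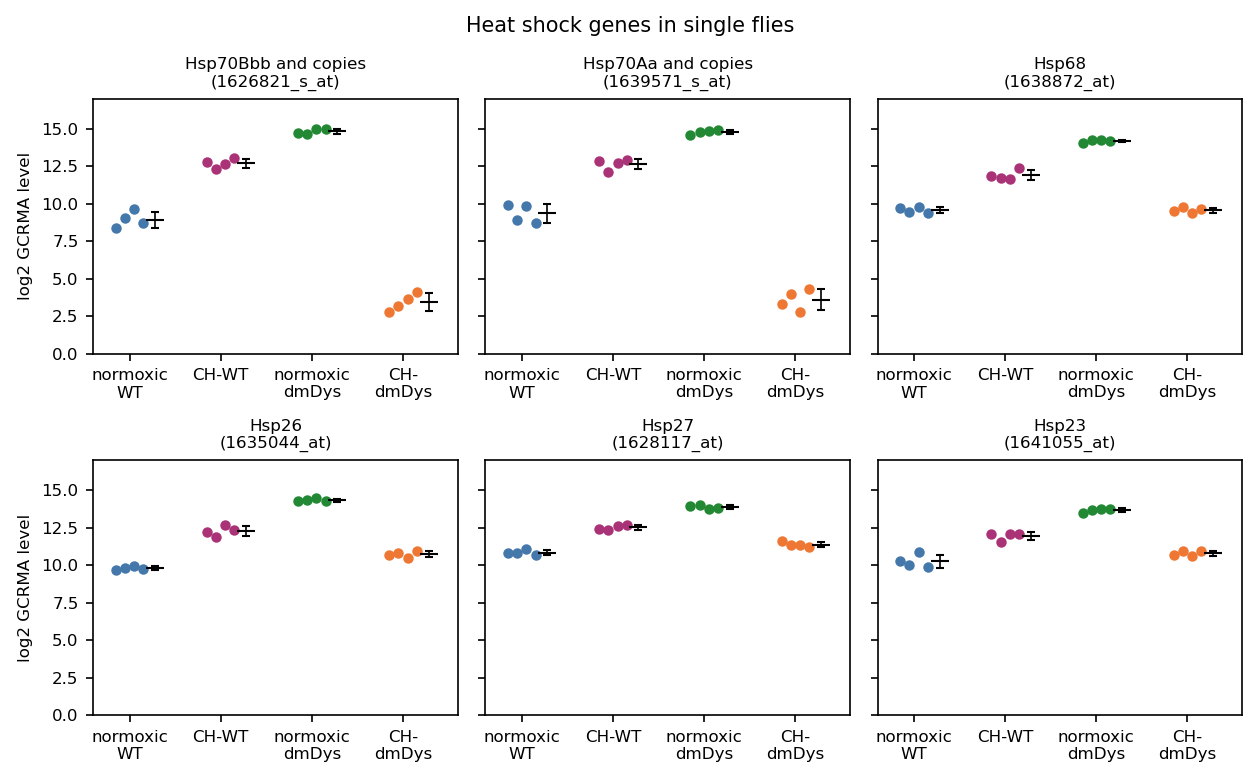
Log2 GCRMA level (vertical axis) of 6 heat shock probe sets in CH-dmDys, normoxic dmDys, CH-WT and normoxic WT flies, with 1 point per fly and bars for the mean and SD of 4 flies. In each panel the 4 CH-dmDys flies sit below the 4 normoxic dmDys flies and the 4 CH-WT flies above the 4 normoxic WT flies; dmDys and WT arrays were normalized separately.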

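The comparison used the arrays of the 4 normoxic *dmDys* and the 4 normoxic WT flies, 8 arrays in all. Dys, the gene that the RNA interference construct targets, had a log2 difference of -0.89 between normoxic *dmDys* and normoxic WT flies in its brightest probe set (standard error 0.89, adjusted p = 0.399 from limma) and of -1.79 after quantile normalization over all 16 arrays. A probe set of Dys near the floor had a level of 2.58 ± 0.36 (SD, n = 4) in normoxic *dmDys* and 2.28 ± 0.21 (SD, n = 4) in normoxic WT flies. Under CH the level of the brightest one was 8.61 ± 0.38 (SD, n = 4) in CH-*dmDys* and 8.52 ± 0.54 (SD, n = 4) in CH-WT flies. Of 11 genes of the dystrophin complex 3 were lower. Scgalpha, a sarcoglycan of the muscle membrane, had a log2 difference of -2.12 (-2.48 after quantile normalization), Scgbeta, another, -2.03 (-2.61), and rt, an enzyme that adds mannose to dystroglycan, -1.41 (-1.56). The list had adjusted p = 0.319 from camera. The *dmDys* and WT arrays were normalized separately. Probe sets with a mean log2 level above 6 had a median difference of 1.02 as given by the authors and of 0.05 after quantile normalization. Quantile normalization removes a shift of whole arrays whatever its source, so the cause of the shift was not tested. The 3' to 5' log2 difference of the control transcripts was higher in normoxic *dmDys* flies by 1.30 (two-sided exact permutation test, p = 0.314; 0.377 after adjustment). Normoxic WT replicate 5, whose testis transcripts are at the floor, is in this comparison. On simulated arrays with the spread of these groups, 28.4% of probe sets with a log2 difference of 1.5 and 52.2% of those with 3 were called. The simulation changed few probe sets, while 11596 passed the adjusted p in the real comparison. The cutoff on p is looser there, so these shares do not give its sensitivity.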

To determine the changes in gene expression caused only by the absence of dystrophin, we compare the gene expression profiles obtained from *dmDys vs.* WT, both under normoxic conditions. In this analysis, we found 208 genes differentially expressed, in which 114 genes were up-regulated and 94 were down-regulated in *dmDys* (Table S9). 

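Normoxic *dmDys* flies differed from normoxic WT flies in 3504 probe sets, of which 2769 (2393 genes) were higher and 735 (649 genes) lower. After quantile normalization over all 16 arrays 1529 were called, 613 higher and 916 lower, and 1176 of them were among the 3504; the share of higher calls was 79% before and 40.1% after. With each array centred on its median 1873 were called, 67.6% of them higher. Among the largest rises were Drsl4, an antifungal peptide gene, with a log2 difference of 8.72 (standard error 0.50, adjusted p = 4.4e-06; 8.27 after quantile normalization), Gnmt, an enzyme of methionine metabolism, with 6.93 (standard error 0.46, adjusted p = 9.2e-06; 6.31) and Akh, the hormone that mobilizes stored energy, with 6.47 (standard error 1.17, adjusted p = 0.003; 5.63). Detoxification enzymes were higher in 40 and lower in 5 of 153 genes (camera, adjusted p = 0.011; adjusted p = 0.675 with an estimated correlation; 0.047 after quantile normalization), and ribosomal proteins higher in 13 of 40 (adjusted p = 1.7e-10; adjusted p = 0.336 with an estimated correlation; 3.2e-04 after quantile normalization). Testis genes, 1 of 29 higher, were placed higher too (adjusted p = 0.005, adjusted p = 0.646 with an estimated correlation, 0.003 after quantile normalization). The WT side of this includes normoxic WT replicate 5, whose testis median was 2.23, against 12.87 to 12.95 in the rest of its group. Cyp6w1 was higher by 6.39 (5.55 after quantile normalization), and Cyp6a18 (-5.27; -5.89) and GstE14 (-4.90; -5.37) were lower. The re-implemented SAM called 1441 probe sets, and without normoxic WT replicate 5 limma called 5049.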

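In normoxic *dmDys* against normoxic WT flies several gene lists that camera placed in one direction turned or lost their call when the arrays were scaled in another way. Camera placed the TCA cycle (0 of 13 genes called by limma or SAM, 10 with an unadjusted p under 0.05; adjusted p = 4.1e-04) and oxidative phosphorylation (2 of 22 higher; adjusted p = 2.3e-05) higher on the authors' scale (adjusted p = 0.331 and 0.646 with an estimated correlation), and both lists were lower without passing after quantile normalization (adjusted p = 0.445 and 0.128). Glycolysis genes, 4 of 14 higher (adjusted p = 1.1e-04; 0.161 with an estimated correlation), had a median of -0.04 after quantile normalization (adjusted p = 0.801). Muscle structure genes, 1 of 29 higher and 1 lower, were placed higher (adjusted p = 0.019; 0.646 with an estimated correlation) and, after quantile normalization, lower (adjusted p = 1.0e-04). The M phase genes, 6 of 35 higher and 2 lower (adjusted p = 0.019; 0.058 without normoxic WT replicate 5), and the kinase regulators, 4 of 27 higher and 1 lower (adjusted p = 0.029), turned to lower without passing (adjusted p = 0.965 and 0.705) and had adjusted p = 0.646 each with an estimated correlation. Amino acid metabolism, 15 of 37 higher and 4 lower (adjusted p = 0.003; 0.801 after quantile normalization), and the accessory gland genes, 3 of 23 higher (adjusted p = 2.6e-05; 0.649), lost their call without turning and had adjusted p = 0.646 each with an estimated correlation. Egg and yolk genes had 0 of 29 called by limma or SAM and 21 at an unadjusted p under 0.05. Camera placed them lower on the authors' scale (adjusted p = 0.004, 0.646 with an estimated correlation). After quantile normalization they were placed higher without passing (adjusted p = 0.980). Their median level lay at the floor in both groups, 2.08 in normoxic *dmDys* and 2.18 in normoxic WT flies. This list result can therefore not be told from the difference between the floors of separate normalizations. Of 38 digestive enzymes 5 were higher (2 when adjusted over the list alone; adjusted p = 0.044, 0.686 with an estimated correlation, 0.213 after quantile normalization, and 0.053, 0.059, 0.157 and 0.078 without normoxic *dmDys* replicate 6 or 8 or normoxic WT replicate 3 or 6), of 12 antimicrobial peptides 3 (adjusted p = 0.494), and of 19 storage proteins 6 were higher and 1, Lsp2, lower (-4.44; -4.87 after quantile normalization; adjusted p = 0.111 for the list). Of all 25 lists 18 passed on the authors' scale and 0 with an estimated correlation, where these 18 had adjusted p from 0.161 to 0.686.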

Interestedly, among the 114 up-regulated genes we found 8 Hsp genes, which were the same as those that were down-regulated in *dmDys* exposed to CH, as described above (Hsp23, Hsp26, Hsp27, Hsp67Bb, Hsp68, Hsp70Aa, Hsp70Bbb and Hsp70Bc).

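Heat shock genes were higher in normoxic *dmDys* than in normoxic WT flies on both scales. Of the 13 probe sets 11 were higher, with a median log2 difference of 3.41 on the authors' scale and of 2.49 after quantile normalization. Hsp26 had a level of 14.34 ± 0.09 (SD, n = 4) in normoxic *dmDys* and 9.79 ± 0.14 (SD, n = 4) in normoxic WT flies, a log2 difference of 4.55 (standard error 0.08, adjusted p = 9.4e-08; 3.68 after quantile normalization). Hsp68 was higher by 4.60 (standard error 0.10, adjusted p = 9.4e-08; 3.71) and the brightest Hsp70 probe set by 5.91 (standard error 0.28, adjusted p = 1.3e-06; 5.09). The heat shock factor gene Hsf, which activates these genes, was higher by 1.89 (standard error 0.21, adjusted p = 2.2e-04; 0.79 after quantile normalization). Camera placed the list higher (adjusted p = 4.1e-07; adjusted p = 0.331 with an estimated correlation; 8.7e-15 after quantile normalization). With 1 probe set per gene 8 of 10 were higher (adjusted p = 1.7e-05; adjusted p = 0.332 with an estimated correlation). Of 23 other chaperones 10 were higher and 1 lower (adjusted p = 2.6e-05; 0.095 after quantile normalization; adjusted p = 0.336 with an estimated correlation). The study chose the heat shock genes on these samples, so the list is not independent evidence of direction. Over all genes, 200 probe sets were higher in normoxic *dmDys* than in normoxic WT flies and lower under CH in *dmDys* flies. Independent lists would share 113. Simulated unchanged groups that share the normoxic *dmDys* flies gave 0. No probe set was changed in that simulation, so hardly any could be called, and this 0 does not show how much the shared flies add. With the 4 normoxic *dmDys* flies split between the comparisons the count was 83.2 (58 to 105 over 6 splits), against 54.7 for independent lists, and after quantile normalization it was 80.0 against 27.4. Probe sets higher in both comparisons numbered 253, against 151 for independent lists (split controls 146, from 27 to 378, against 67.2; after quantile normalization 66 against 30.8), so the excess was not confined to opposite directions. The log2 changes of the comparisons had a correlation of -0.119 across genes (simulated unchanged groups -0.499, split controls -0.0953) and a covariance of -0.138 (simulated -0.171, split controls -0.106). The paper takes this comparison to give the changes caused by the absence of dystrophin alone.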

**Figure 5:**
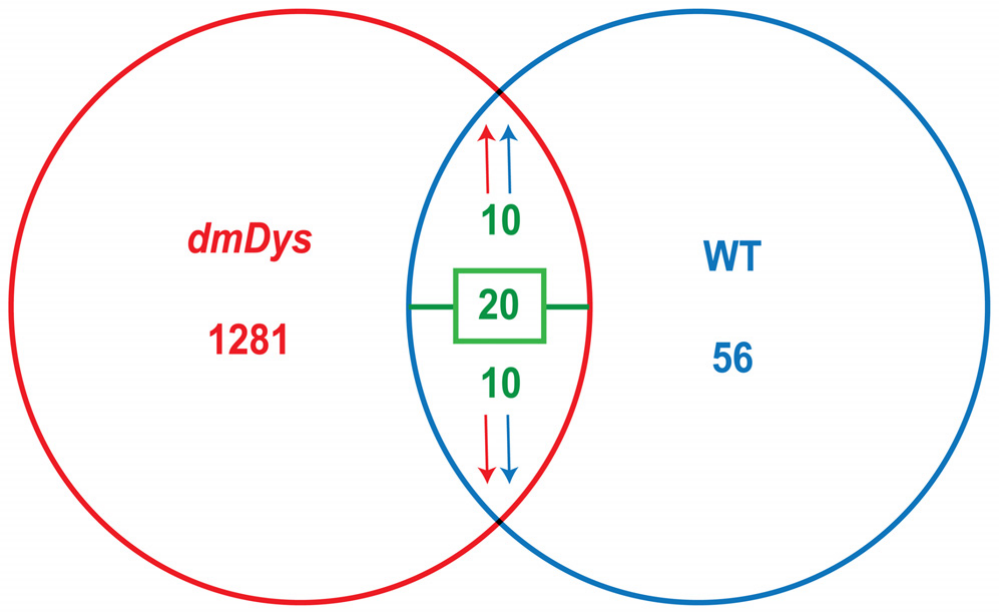
Venn diagram of comparison gene expression profile between *dmDys* and WT flies exposed to CH. From 1281 differentially expressed genes in dmDys and 56 in WT flies, 20 genes were found to be in common; among them, 10 genes were concordantly regulated in both profiles, while 10 were discordantly regulated in the profiles.

The gene expression of two categories were analyzed in order to ask whether hypoxia was the major abiotic variable between the hypobaric hypoxic (Mount Denali) experiments and normobaric hypoxic experiments under controlled abiotic parameters. As shown on Table 2, the genes related to response to stress (Hsp23, Hsp26, Hsp27, Hsp67, Hsp67BC and Hsp68) showed an overall concordant down-regulation of expression in *dmDys* flies under both, normobaric or hypobaric hypoxic conditions. Moreover, the genes related to carbohydrate metabolism (Hexokinase C, Mannosidase 1, CG5288 and CG17026-PA) were consistently up-regulated in *dmDys* exposed to normobaric or hypobaric hypoxia. We also studied the gene expression level of two genes that were also present in both hypobaric and normobaric gene expression profiling. Odorant binding protein 99B (developmental process) and Juvenile hormone esterase (lipid metabolism) also showed a similar tendency of expression in both types of hypoxia. These results suggest that long term exposure of hypoxia was the major abiotic variable in the experimental paradigms.

**Table 2:** Validation of changes in expression levels of genes encoding heat shock proteins carbohydrate metabolism, developmental process and lipid metabolism in *dmDys* exposed to hypobaric and normobaric CH.

Category	Gene	CH-*dmDys*-Hypobaric	CH-*dmDys*-Normobaric
Response to stress	Hsp 23	−7.34±0.04*	−1.23±0.16
	Hsp 26	−7.74±0.023**	−2.45±0.28*
	Hsp 27	−6.24±0.05***	−2.66±0.11***
	Hsp67	−624.26±0.01***	−19.55±0.02**
	Hsp67BC	−64.84±0.01 ***	−14.41±0.01***
	Hsp68	−89.08±0.03***	−6.99±0.05*
Carbohydrate Metabolism	Hexokinase C	4.64±1.12*	4.74±0.70***
	Mannosidase 1	3.84±1.01*	4.16±1.45*
	CG5288	5.42±1.48*	2.25±0.53 **
	CG17026-PA	6.16±2.56 *	6.00±2.28*
Developmental process	Odorant binding protein 99B	8.57±3.24 **	1.84±0.63*
Lipid metabolism	Juvenile hormone esterase	1.37±0.31	1.18±0.41

Concordant decreases in levels of genes encoding HSP expression and increases in genes encoding carbohydrate metabolism, developmental process and lipid metabolism were noted in *dmDys* exposed to both hypobaric or normobaric hypoxia compared to normoxic *dmDys*. Values are mean ± SD.

*p<0.05.

**p<0.01;

***p<0.001 *vs.* normoxic *dmDys*.

### Functional Assays

#### Hypoxia-recovery assay

In order to study functional effects of hypoxia in the absence of dystrophin, and address the possibility that the disparate molecular responses of dystrophin-deficient tissues to CH could adversely affect muscle function, we performed hypoxia-recovery and climbing assays. In the hypoxia-recovery assay we quantified the recovery time in seconds of controls, *dmDys* and *CH-dmDys* flies to determine whether a) dystrophin plays a role in recovery after being challenged by acute hypoxia and b) prior exposure to CH is detrimental to recovery from an acute hypoxic challenge. The WT (controls) had a faster median recovery time (c. 400 sec) in comparison to a slower median time to recovery (c.600 sec) of the *dmDysC-term/P-tub-Gal4* flies. This result showed a significantly impaired recovery by *dmDysC-term/P-tub-Gal4* flies after being challenged by acute severe hypoxia exposure (Figure 6). The median time to recover from the acute severe hypoxia was further increased in CH-*dmDys* (Table 3), demonstrating that prior exposure to CH is detrimental to recovery from an acute hypoxic challenge. This result shows the role played by dystrophin in *Drosophila* to normal behavioral recovery from hypoxia. Similar results were observed using muscle-specific driver (Figure S1-A), demonstrating that dystrophin expressed in muscle contributes to functional recovery after an acute hypoxic challenge. To obviate the possibility of alternate promoter usage we repeated the assays with both the transgenic drivers using N-terminal mutants of dystrophin and obtained similar results (Table 3; Figure S1-B and S1-C).

**Figure 6:**
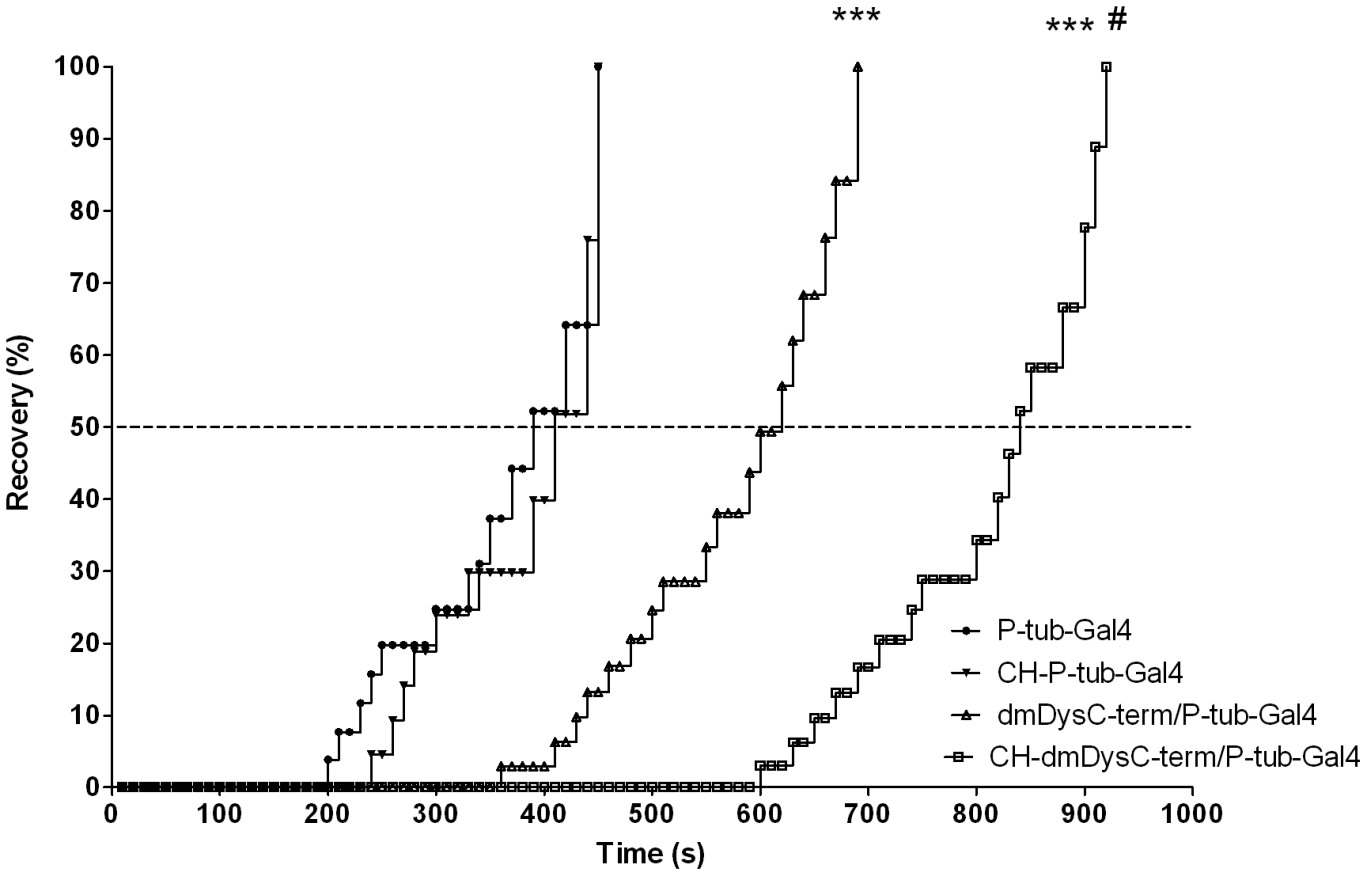
Time of recovery from severe hypoxic challenge assay. The *dmDysC-term* flies were exposed either to normoxia (triangle) or CH (square) following the hypoxia protocol. Then, the flies were exposed for 2 hours under 1% FiO_2_ and then to room air. The starting time was considered as the moment when the normoxia was reestablished and a complete recovery was considered when the fly climbed the vial. The driver *P-tub-Gal4* was used as control. Five vials from each genotype were used containing 20 flies per vial. The dotted line shows the median recovery time in seconds of the assay. *** p<0.001 *dmDys vs*. WT. # p<0.05 from *CH-dmDys vs.* normoxic *dmDys*.

**Table 3:** Hypoxia recovery challenge assay in WT and *dmDys* flies previously exposed to normoxia or CH.

GENOTYPE	TIME (s)	P-VALUE
***P-tub-Gal4***	390	
***CH- P-tub-Gal4***	410	ns
***24B-Gal4***	400	
***CH-24B-Gal4***	410	ns
***dmDysC-term/P-tub-Gal4***	620	***
***CH- dmDysC-term/P-tubGal4***	840	***
***dmDysC-term/24B-Gal4***	600	***
***CH- dmDysC-term/24B-Gal4***	770	*** #
***dmDysN-term/P-tub-Gal4***	520	*** #
***CH-dmDysN-term/P-tub-Gal4***	660	***
***dmDysN-term/24B-Gal4***	590	***
***CH- dmDysN-term/24B-Gal4***	750	***

After acute hypoxic exposure (FiO_2_ 1% for 2 h), the time was recorded when the flies returned to normoxia until they climbed the vial. Median, n = 100.

***p<0.001 *dmDys vs*. WT.

# p<0.05 *dmDys vs.* CH-*dmDys*.

#### Climbing assay

We further analyzed the functional effects of hypoxia by subjecting the flies to climbing assays to test mobility of *dmDys*, as described previously [40]. In these assays, we quantified the climbing index of WT *vs. dmDys* and *vs.* CH-*dmDys* as an *in vivo* indirect measurement of innate muscle function to determine whether a) dystrophin plays a role in climbing mobility and b) prior exposure to CH is detrimental to mobility to climb in flies lacking dystrophin. As shown in Table 4, WT controls had a climbing index of c. 49%. In comparison to the controls, the *dmDysC-term/P-tub-Gal4* flies lacking dystrophin had a significantly impaired climbing index (c.11%), demonstrating the role played by dystrophin in terms of climbing ability (Figure S2-A). The climbing index even poorer in CH-*dmDys* (c. 8%), suggesting that prior exposure to CH is detrimental to innate muscle function as measured by the climbing index. These experiments were also performed using the strains and drivers described above and provided results similar to those obtained using the hypoxia recovery assay for *dmDysC-term* (Figure S2-B) and *dmDysN-term* (Figure S2-C and S2-D) genotypes (Table 4). Taken together these data demonstrate that dystrophin plays an important functional role in muscle and that CH further exacerbates the impaired function in the absence of dystrophin.

**Table 4:** Climbing assay in *dmDysC-term* exposed either to normoxia or CH.

GENOTYPE	CLIMBING INDEX (%)	P-VALUE
***P-tub-Gal4***	49.81±7.20	
***CH- P-tub-Gal4***	38.77±1.60	ns
***24B-Gal4***	30.36±9.38	
***CH-24B-Gal4***	38.74±9.45	ns
***dmDysC-term/P-tub-Gal4***	11.78±5.37	***
***CH-dmDysC-term/P-tubGal4***	8.02±3.65	**
***dmDysC-term/24B-Gal4***	3.70±2.14	*
***CH-dmDysC-term/24B-Gal4***	2.00±1.35	**
***dmDysN-term/P-tub-Gal4***	37.79±5.27	**
***CH-dmDysN-term/P-tub-Gal4***	15.57±2.37	**
***dmDysN-term/24B-Gal4***	12.50±7.98	ns
***CH-dmDysN-term/24B-Gal4***	5.78±2.69	*

Five vials from each genotype containing 20 flies in each vial were used. The results were compared to WT. Mean ± SEM, N = 100;

*P<0.05;

**P<0.01;

***P<0.001 *dmDys* vs. driver.

## Discussion

In this study we investigated the effects of CH upon gene expression at the level of the transcriptome and functional activity of *Drosophila melanogaster* model for DMD. Using Affymetrix GeneChip®-based expression flies were able to identify and analyze molecular responses to hypoxia at the level of the transcriptome in *dmDys* and WT flies (Figure 1 and 3 Table S3, S4, S6 and S7), as well as independently validate transcriptome level changes by qPCR (Figure 2 and 4, & Table 1 and 2). The molecular responses to CH in WT and *dmDys* flies were found to be disparate in terms of the ability of the respond to the stresses of hypoxia (Figure 5). In this experiments related to gene expression profiling on *dmDys* exposed to hypobaric hypoxia (Mount McKinley/Denali), we do not discount the possibility that several abiotic factors (such as temperature, humidity, barometric pressure, etc.) could have some influence in the profile. Nevertheless, we observed that the major changes in the gene expression profiling were also observed in controlled situations (normobaric hypoxia, Table 2), suggesting the major abiotic factor is related to hypoxia. Using functional assays we found that dystrophin plays an important functional role in muscle and that CH further exacerbates the impaired function in the absence of dystrophin (Figure 6 and Tables 3 & 4). Taken together our data demonstrate that dystrophin–deficient flies mount a disparate, pathological response to hypoxia and that chronic exposure to hypoxia impairs muscle function dystrophin-deficient flies *in vivo*.

*Drosophila melanogaster* models are being increasingly used to better understand the patho-physiology of human diseases. Over the last decade, this model has been used to study the mechanisms of hypoxia and its physiological effects, which has given enormous insight into angiogenesis, tumor formation, metabolism, and stress mechanisms [57], [58], [59], [60], [61]. More recently, *Drosophila* has been used to understand the molecular and cellular pathogenesis of DMD [38], [40], [41], [42]. Despite hypoxia and respiratory failure being important features of DMD disease, a number of open questions exist regarding the patho-physiological responses to hypoxia in muscle functioning and dystrophin-deficiency *in vivo*. Recently, several groups have been studying the effect of the lack of dystrophin in *Drosophila melanogaster*. These studies have increased our understanding of the cellular role of dystrophin and its complex in the muscle and other tissues. Additionally, identify the consequence of dystrophin deficiency on the function of the central nervous system, photo-receptor path-finding, neuromuscular junction and muscle integrity [40], [41], [42], [62]. The availability of the Drosophila model of DMD also allowed us to address the effect of CH on global gene expression and muscle function in the *Drosophila* DMD model.

It is currently well established that CH leads to robust changes in overall gene expression in Drosophila, albeit using different time scales, oxygen levels and ages of flies compared to our studies [48], [63], [64]. Using adult WT flies, Liu et al (2006) also showed that different intensities of hypoxia or lengths of exposure can induce different patterns of gene expression. For extreme hypoxia at 0.5% O_2_ for 1 hour, 20 genes were differentially expressed, increasing to 79 genes when the time was increased up to 6 hours. The number of differentially expressed genes decreased to 47 genes after the adult WT flies were exposed for 6 hours to lesser (5% O_2_) degrees of hypoxia [48]. These data are consistent with our results where we found 56 genes differentially expressed in response to c. 2 weeks of 13% CH (Table S6). Interestingly *dmDys* flies had a greater magnitude of response in that 1281 genes were differentially expressed in response to CH (Table S3). Collectively, these data suggest that exposing *dmDys* to CH in contrast to exposing WT flies to CH induces a significant change on gene expression in order adapt the new cellular needs induced by stresses of flies lacking dystrophin. 

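The difference in size between the CH responses of *dmDys* and WT flies was tested as an interaction. It passed in 169 probe sets, of which 86 (78 genes) had a more positive and 83 (62 genes) a more negative response in *dmDys* flies. The gene Frost (Fst), known for its response to cold, had a response larger in *dmDys* flies by a log2 difference of 6.00 (standard error 1.10, adjusted p = 0.020). For the receptor gene Hr38 the difference between the responses was 5.27 (standard error 0.98, adjusted p = 0.021), but Hr38 lay near the floor of the arrays in both groups of *dmDys* flies (2.95 ± 0.75 and 2.36 ± 0.09, SD, n = 4), where a fall like that of WT flies cannot be seen. The call of Fst was lost without CH-*dmDys* replicate 6 or normoxic *dmDys* replicate 7 or 10 (adjusted p from 0.050 to 0.055), and that of Hr38 without CH-*dmDys* replicate 6, normoxic *dmDys* replicate 6, CH-WT replicate 3 or normoxic WT replicate 2 (adjusted p from 0.050 to 0.059). The genes at the extremes of the *dmDys* response did not all pass: CG12057 had a difference between the responses of -7.96 (standard error 2.80, adjusted p = 0.329), Jon44E -7.86 (adjusted p = 0.557) and CG14499 10.73 (adjusted p = 0.123). After quantile normalization over all 16 arrays 103 probe sets passed (40.8% more positive), and with centred arrays 95 (49.5%), against 50.9% as given by the authors, whose *dmDys* and WT values come from separate normalizations. Without CH-WT replicate 7 the count was 321 and without normoxic WT replicate 5 it was 309; with both left out it was 698. The CH-*dmDys* flies had hypobaric and the CH-WT flies normobaric hypoxia, so genotype and kind of hypoxia are not separate in this test. Travel and temperature on the mountain are not separate from genotype either. The 3' to 5' difference of the control transcripts moved under CH by -5.16 in *dmDys* and by -1.08 in WT flies, so RNA integrity is not separate. An Act5C 5' control probe set was itself among the 169 (6.03), a call lost in 13 of the fits that leave out 1 fly.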

Supporting this notion the analysis of the most enriched clustering categories from CH-*dmDys* up-regulated genes list revealed an increase in transcript levels of genes related to protein metabolism, biosynthesis, and apoptosis. Additionally, the most enriched categories from the down-regulated gene list were response to stress, the cell cycle and regulation of protein kinase activity. Conversely, the response to stress category (containing the Hsp genes) in WT flies exposed to CH was the only enriched category identified from the up-regulated gene list (Table S8). 

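Of 35 measured genes of the M phase of the cell cycle, which act in mitosis, 11 were lower and 1 was higher in CH-*dmDys* flies (12 and 1 when adjusted over the list alone), with a median log2 difference of -0.69. The mitotic kinase gene greatwall (gwl) fell by 2.25 on the log2 scale (standard error 0.23, adjusted p = 0.003), and the motor protein gene Klp61F, which separates the spindle poles, by a log2 difference of -1.59 (standard error 0.27, adjusted p = 0.011). The higher one, Bub3 (1.92), lost its call without any of the CH-*dmDys* flies or without normoxic *dmDys* replicate 10 (adjusted p from 0.052 to 0.064). Camera placed the list lower (adjusted p = 5.5e-06), and it had adjusted p = 0.418 with an estimated correlation. Several of these transcripts are close to the floor of the arrays: gwl had a log2 level of 3.04 ± 0.45 (SD, n = 4) in CH-*dmDys* flies. Of 23 chaperones outside the heat shock list 19 had negative differences, with a median of -0.29. By limma and by SAM 0 were called, and 14 had an unadjusted p under 0.05; camera placed the list lower (adjusted p = 6.2e-04; adjusted p = 0.120 with an estimated correlation). Hsp110 (-0.92) and the chaperonin subunit CCT3 (-0.87) had the largest differences, under the 2-fold threshold. The categories come from the study's own tests on these samples. From them, and from the larger number of changed genes than in WT flies, the paper proposes that gene expression in *dmDys* flies under CH is changed to meet new needs of cells that lack dystrophin.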

Interestingly, only 20 differentially expressed genes were identified in common between CH-WT and CH-*dmDys* profiles, out of which, half were dysregulated, being down-regulated in *dmDys* flies exposed to CH.

Members of the Hsp gene family were prominent amongst the genes that were regulated in a disparate manner in *dmDys* exposed to CH (Figure 5). Comparing this study with previous reports [48], [65], we found that the HSP family gene was the most common differentially expressed genes in the WT profile (Hsp22, Hsp23, Hsp26, Hsp27 Hsp67Bc, Hsp68, Hsp70Ba and Hsp70AB), which were also down-regulated in the CH-*dmDys* gene expression profile and demonstrate the inability of the *dmDys* flies to mount an efficient response to the stress of hypoxia. The Hsp pathway is well studied in terms of response to stresses such as hypoxia. Typically cellular responses to hypoxic stress include an increase of Hsp RNA and protein expressions are mediated in part by the Heat Shock Factor (HSF) transcription factor [66], [67]. Under various stresses the inert HSP-HSF complex is thought to disassociate allowing HSF to up-regulate Hsp. Additionally, it has been shown that under hypoxic conditions, HSF is actively transcribed by HIF due to the presence of two HRE sequences on intronic region of HSF gene [65]. In mammals Hsps have been classified into five families according to their molecular weight (small HSP, HSP60, HSP70, HSP90 and HSP100). HSPs provide tolerance not only to hyperthermia, but also resistance to hypoxia, ischemia, inflammation, among other stress conditions. Moreover, as chaperones, HSPs have other functions such as aiding correct protein folding, regulating protein degradation and in translocation of proteins to different cellular compartments [68]. In our studies we detected genes from the major Hsp families: the small HSP (Hsp22, Hsp23, Hsp26 and Hsp27) and HSP70 (Hsp67BC, Hsp70AB, Hsp70BA and Hsp70BBB) families [69]. Recently, it has been shown that sustained hypoxia (FiO_2_  = 1.0% for 2 h) increases the expression of Hsp 70 family, Hsp68 and Hsp23. This increase was associated with a higher survival rate of *Drosophila* exposed to prolonged hypoxic paradigm (FiO_2_  = 1.5% for 7 days). Mutants that have no copies or few copies of mRNA of Hsp70 were unable to survive, while over expression of Hsp70 on specific parts of the brain (mushroom body and antennal lobes) or heart (cardial cells, pericardial cells and hemocytes) significantly increased survival in CH [70]. However, the mechanisms and signaling pathways for protection given by high levels of expression of HSP still remain unknown. Interestingly, increased expression of HSP90 has been described in DMD patients muscle samples compared to control [71]. Moreover, the increased expression of HSP90 has been observed in regenerating fibers while increased levels of HSP72, HSP73 and HSP60 has been noted in hypercontracted fibers [72]. However, a reduction in expression of HSP20, GRP75 (HSP-70 family) and HSP90 has been reported using proteomic analysis of the diaphragm of the *mdx* mouse model of DMD; the same analysis also revealed an increased expression of cvHSP and HSP110 [73]. In view of the disparate responses of HSP in the CH-*dmDys* flies found in this study, it may be beneficial to re-evaluating the issue of HSP in clinical biopsies with regards to presence or absence of hypoxemia.

When comparing our hypobaric hypoxia CH-*dmDys* gene expression profiling data to data sets of responses to hypoxic exposure of mammalian muscle (See Lundby *et al.*)[74], two genes were found in common. 

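Pvf2, a growth factor of the PDGF and VEGF family that acts on blood cells, fell in CH-*dmDys* flies by 3.06 on the log2 scale (standard error 0.59, adjusted p = 0.017), from 5.37 ± 1.17 (SD, n = 4) in normoxic *dmDys* to 2.32 ± 0.33 (SD, n = 4) in CH-*dmDys* flies. Its call was lost without CH-*dmDys* replicate 7 (adjusted p = 0.052) or 8 (adjusted p = 0.050), and SAM did not call it. Hex-C, a hexokinase and thus an enzyme of the opening step of glycolysis, rose from 11.06 ± 0.42 (SD, n = 4) to 12.56 ± 0.26 (SD, n = 4), a log2 difference of 1.50 (standard error 0.24, adjusted p = 0.009) and a ratio of 2.78. The 2 groups did not overlap in either gene. The hypoxia response list was written around the transcription factor Sima, its partners and its targets, with other genes added. It includes Fst, Hr38, Ilp5 and Pvf2, which the paper reports as changed in these samples, so it is not independent evidence in any comparison. Of its 19 measured genes 3 were higher and 3 lower in CH-*dmDys* flies (camera, adjusted p = 0.716). The cold-response gene Fst had the largest rise, 7.00 (standard error 0.77, adjusted p = 0.003). The CH-*dmDys* flies were on the mountain and their controls in Philadelphia, so temperature is not separate from low oxygen here. Between the responses of *dmDys* and WT flies, the difference was -2.99 for Pvf2 (adjusted p = 0.329) and 1.01 for Hex-C (adjusted p = 0.480).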

The PDGF-and-VEGF related factor 2 was down-regulated 10.66 times and Hexokinase C up-regulated 2.78 times. In the comparison between normoxic WT and CH WT flies, the insulin-like peptide 5 was up-regulated 6.59 times. 

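Ilp5, which encodes an insulin-like peptide, had a log2 level of 7.53 ± 1.17 (SD, n = 4) in CH-WT and 2.87 ± 0.55 (SD, n = 4) in normoxic WT flies. The log2 difference was 4.66 (standard error 0.62, adjusted p = 0.528 from limma; unadjusted p = 2.2e-04), and SAM called it higher. The 2 groups did not overlap, and the ratio of linear means was 30.3, with normoxic WT flies near the floor of the arrays. The response of *dmDys* minus that of WT flies was -4.99 for Ilp5 (standard error 0.86, adjusted p = 0.013). Of 19 hypoxia response genes 0 were called by limma and 1 by SAM in WT flies, and 3 had an unadjusted p under 0.05. Camera placed the list higher in CH-WT flies (adjusted p = 0.041; adjusted p = 0.914 with an estimated correlation; 0.103 after quantile normalization; 0.268 over all probe sets of each gene). The list did not pass without CH-WT replicate 7 (adjusted p = 0.884) or without normoxic WT replicate 2 (0.105), 3 (0.097) or 6 (0.153).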

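CAH2, a carbonic anhydrase and so an enzyme of the exchange between carbon dioxide and bicarbonate, was higher in normoxic *dmDys* than in normoxic WT flies. Its log2 level was 11.92 ± 0.02 (SD, n = 4) in normoxic *dmDys* and 9.69 ± 0.73 (SD, n = 4) in normoxic WT flies, a difference of 2.23 (standard error 0.35, adjusted p = 0.001). After quantile normalization over all 16 arrays the difference was 1.14. All 4 normoxic *dmDys* flies lay above the 4 normoxic WT flies, and SAM called the probe set higher. Of 19 hypoxia response genes 7 were higher and 1 lower in normoxic *dmDys* flies (camera, adjusted p = 0.034). The list had adjusted p = 0.646 with an estimated correlation, 0.728 after quantile normalization (median log2 difference 0.01) and 0.255 over all probe sets of each gene.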

Finally, in the gene list of normoxic dystrophic flies compared to normoxic WT, the carbonic anhydrase 2 was up-regulated 2.67 times was found. 

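Of 129 measured genes of the cuticle and of chitin metabolism, which build and break down the outer skeleton and the lining of the gut, 8 were higher and 4 lower in CH-*dmDys* flies (camera, adjusted p = 0.979). The cuticle protein gene Cpr67Fb rose by 6.49 (standard error 0.74, adjusted p = 0.004), from a log2 level of 6.55 ± 1.28 (SD, n = 4) in normoxic *dmDys* to 13.04 ± 0.82 (SD, n = 4) in CH-*dmDys* flies. The chitinase gene Cht4 rose by 5.99 (standard error 0.21, adjusted p = 1.1e-04) and the chitin synthase gene Chs2, which acts in the gut, by 4.72 (standard error 0.59, adjusted p = 0.005).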

In terms of functional similarity of genes described in mammals with those found in our study in CH-dm*Dys*, we found significant enriched clusters of up-regulated genes related with amino acid metabolism, chitin-related metabolism, cell cycle process and among the most down-regulated genes, we found the response to stress. For WT flies, the most significant enriched cluster is related to response to stress. These comparisons showed that the CH protocol used in our study induces different clusters of genes and differential responses compared to CH protocols using mild but prolonged hypoxic challenge.

It is well known that hypoxia has a profound effect on muscle performance in mammals [75], [76], [77], [78], [79] and hypoxia is able to alter behavioral and muscle function in flies [40], [53], [63], [64]. Additionally, it has also been well documented that the absence of dystrophin causes both functional and behavioral impairments [40], [41], [42], [80]. In our studies, we found that CH impaired both the ability to recover from hypoxia and climbing mobility performance in WT and *dmDys* flies. Importantly the mobility in either recovery from acute hypoxia exposure or the mobility to climb in flies lacking dystrophin was more pronounced (Tables 3 and 4). Furthermore, *dmDys* flies where we had ablated dystrophin only in the muscle, performed extremely poorly compared to WT, suggesting that muscle was an important functional target of the CH. Taken together the results would suggest that dystrophin plays an important functional role in muscle and that CH exacerbates impaired function in the absence of muscle dystrophin. The presence of short dystrophin isoforms (DP186, DP205 and DP117) in *dmDysN-term* mutants would also be expected to partially help recovery of muscle function and protection from hypoxic damage by facilitating somatic muscle contraction and hence ventilation [50], [81], [82], once the *dmDys* flies were returned to normoxia. This notion is supported by previous studies that have showed age-dependent muscle degeneration, loss of fiber density and vacuolization in of the indirect muscle fly [40] and increases in areas devoid of myofibrils in *dmDys* mutants fly hearts [80].

In conclusion, here we identified the distinct gene expression profiles of WT and *dmDys* flies exposed to hypoxia. We demonstrated that CH induces a disparate molecular response in the absence of dystrophin *in vivo*. The HSP pathway was identified as dysregulated in the response mounted by flies lacking dystrophin to hypoxia. The lack of a robust HSP induction in response to hypoxia may contribute to the functional impairment noted in the flies lacking dystrophin. As the HSP response is evolutionarily conserved, we suggest that this pathway may be of consequence in advanced DMD patients with a severe degree of hypoxemia. We hypothesize that targeting and correcting genes involved in the disparate molecular response to hypoxia may be a novel therapeutic strategy in DMD.

## Supporting Information

Table S1 Expedition log book for Mount Denali/McKinley Hypoxia Research Expedition. Information obtained during the ascent and summit of Denali, June 1st to June 16th of 2007. The oxygen pressure (PO2) was calculated from the barometric pressure. Load Ferry (LF) refers to a climb with loads to the specified highpoint and return to the starting point. The time of exposure is indicated in brackets.
(0.02 MB PDF)

Table S2 Genes tested by qPCR for microarray validation. Name, catalog number from Applied Biosystems® and REFSEQ from each gene used on validation of microarray study. The last gene is the housekeeping gene used.
(0.01 MB PDF)

Table S3 DmDys gene list.
(0.16 MB XLS)

Table S4 List of top 10 differentially expressed genes detected in dmDys exposed to CH profiling. Affy ID, name, FlyBase ID and fold change is shown for each gene.
(0.02 MB PDF)

Table S5 Functional Annotation from dmDys exposed to CH.
(0.03 MB XLS)

Table S6 WT gene list.
(0.02 MB XLS)

Table S7 List of top 10 differentially expressed genes expression detected in WT flies exposed to CH profiling. Affy ID, name, FlyBase ID and fold change is shown for each gene.
(0.01 MB PDF)

Table S8 Functional Annotation from WT exposed to CH.
(0.02 MB XLS)

Table S9 Nomoxic dmDys vs. WT gene list.
(0.05 MB XLS)

Figure S1 Time of recovery from severe hypoxic challenge assay. The dmDysC-term and dmDysN-term driven by either P-tub-Gal4 or 24B-Gal4 were exposed either to normoxia (triangle) or CH (square) following the hypoxia protocol. Then, the flies were exposed for 2 hours under 1% FiO2 and then to room air. The starting time was considered as the moment when the normoxia was reestablished and a complete recovery was considered when the fly climbed the vial. The driver P-tub-Gal4 or 24B-Gal4 was used as control. Five vials from each genotype were used containing 20 flies per vial. The dotted line shows the median recovery time of the assay. *** p<0.001 dmDys vs. drivers. # p<0.05 from CH-dmDys vs. normoxic dmDys.
(0.05 MB PDF)

Figure S2 Climbing index of dmDys exposed to CH. The dmDysC-term and dmDysN-term driven by either P-tub-Gal4 or 24B-Gal4 were exposed either to normoxia (red) or CH (blue) following the hypoxia protocol. Five vials from each genotype containing 20 flies in each vial were used. DmDysC-term mutation was driven by driven by tubulin (A) or muscle-specific driver (B), and dmDysN-term driven by tubulin (D) or muscle-specific (E). The driver P-tub-Gal4 or 24B-Gal4 was used as control. The starting time was considered as the moment when the normoxia was reestablished and a complete recovery was considered when the fly climbed the vial. Mean ± SEM, n = 100; * p<0.05; ** p<0.01; *** p<0.001 dmDys vs. WT under the same condition.
(0.02 MB PDF)

## References

[1] Engel AG, Franzini-Armstrong C (1994). Myology..

[2] Hoffman EP, Brown RH, Kunkel LM (1987). Dystrophin: the protein product of the Duchene muscular dystrophy locus.. Cell.

[3] Koenig M, Monaco AP, Kunkel LM (1988). The complete sequence of dystrophin predicts a rod-shaped cytoskeletal protein.. Cell.

[4] Bach JR, Ishikawa Y, Kim H (1997). Prevention of pulmonary morbidity for patients with Duchenne muscular dystrophy.. Chest.

[5] Inkley SR, Oldenburg FC, Vignos PJ (1974). Pulmonary function in Duchenne muscular dystrophy related to stage of disease.. Am J Med.

[6] Mukoyama M, Kondo K, Hizawa K, Nishitani H (1987). Life spans of Duchenne muscular dystrophy patients in the hospital care program in Japan.. J Neurol Sci.

[7] Rideau Y, Gatin G, Bach J, Gines G (1983). Prolongation of life in Duchenne's muscular dystrophy.. Acta Neurol (Napoli).

[8] Beck J, Weinberg J, Hamnegård C-H, Spahija J, Olofson J (2006). Diaphragmatic function in advanced Duchenne muscular dystrophy.. Neuromuscular Disorders.

[9] De Bruin PF, Ueki J, Bush A, Khan Y, Watson A (1997). Diaphragm thickness and inspiratory strength in patients with Duchenne muscular dystrophy.. Thorax.

[10] Liu M, Mineo K, Hanayama K, Fujiwara T, Chino N (2003). Practical problems and management of seating through the clinical stages of Duchenne's muscular dystrophy.. Archives of Physical Medicine and Rehabilitation.

[11] De Bruin PF, Ueki J, Bush A, Y Manzur A, Watson A (2001). Inspiratory flow reserve in boys with Duchenne muscular dystrophy.. Pediatric Pulmonology.

[12] Phillips MF, Quinlivan RC, Edwards RH, Calverley PM (2001). Changes in spirometry over time as a prognostic marker in patients with Duchenne muscular dystrophy.. Am J Respir Crit Care Med.

[13] Chakkalakal JV, Thompson J, Parks RJ, Jasmin BJ (2005). Molecular, cellular, and pharmacological therapies for Duchenne/Becker muscular dystrophies.. FASEB J.

[14] Huang X, Poy F, Zhang R, Joachimiak A, Sudol M (2000). Structure of a WW domain containing fragment of dystrophin in complex with beta-dystroglycan.. Nat Struct Biol.

[15] Greener MJ, Roberts RG (2000). Conservation of components of the dystrophin complex in Drosophila.. FEBS Letters.

[16] Apel ED, Roberds SL, Campbell KP, Merlie JP (1995). Rapsyn may function as a link between the acetylcholine receptor and the agrin-binding dystrophin-associated glycoprotein complex.. Neuron.

[17] Yamada H, Chiba A, Endo T, Kobata A, Anderson LV (1996). Characterization of dystroglycan-laminin interaction in peripheral nerve.. Journal of Neurochemistry.

[18] Gee SH, Madhavan R, Levinson SR, Caldwell JH, Sealock R (1998). Interaction of muscle and brain sodium channels with multiple members of the syntrophin family of dystrophin-associated proteins.. J Neurosci.

[19] Schultz J, Hoffmuller U, Krause G, Ashurst J, Macias MJ (1998). Specific interactions between the syntrophin PDZ domain and voltage-gated sodium channels.. Nat Struct Biol.

[20] Bredt DS (1999). Endogenous nitric oxide synthesis: biological functions and pathophysiology.. Free Radic Res.

[21] Brenman JE, Chao DS, Gee SH, McGee AW, Craven SE (1996). Interaction of nitric oxide synthase with the postsynaptic density protein PSD-95 and alpha1-syntrophin mediated by PDZ domains.. Cell.

[22] Grady RM, Grange RW, Lau KS, Maimone MM, Nichol MC (1999). Role for [alpha]-dystrobrevin in the pathogenesis of dystrophin-dependent muscular dystrophies.. Nat Cell Biol.

[23] Haycock JW, MacNeil S, Jones P, Harris JB, Mantle D (1996). Oxidative damage to muscle protein in Duchenne muscular dystrophy.. Neuroreport.

[24] Sander M, Chavoshan B, Harris SA, Iannaccone ST, Stull JT (2000). Functional muscle ischemia in neuronal nitric oxide synthase-deficient skeletal muscle of children with Duchenne muscular dystrophy.

[25] Thomas GD, Sander M, Lau KS, Huang PL, Stull JT (1998). Impaired metabolic modulation of Î±-adrenergic vasoconstriction in dystrophin-deficient skeletal muscle.

[26] Mendell JR, Engel WK, Derrer EC (1971). Duchenne muscular dystrophy: functional ischemia reproduces its characteristic lesions.. Science.

[27] Parker JM, Mendell JR (1974). Proximal myopathy induced by 5-HT-imipramine simulates Duchenne dystrophy.. Nature.

[28] Barbe F, Quera-Salva MA, McCann C, Gajdos P, Raphael JC (1994). Sleep-related respiratory disturbances in patients with Duchenne muscular dystrophy.. Eur Respir J.

[29] Smith PE, Calverley PM, Edwards RH (1988). Hypoxemia during sleep in Duchenne muscular dystrophy.. Am Rev Respir Dis.

[30] Farkas GA, McCormick KM, G LE (2007). Episodic hypoxia exacerbates respiratory muscle dysfunction in DMD(mdx) mice.. Muscle & Nerve.

[31] Gosselin LE, Barkley JE, Spencer MJ, McCormick KM, Farkas GA (2003). Ventilatory dysfunction in mdx mice: impact of tumor necrosis factor-alpha deletion.. Muscle Nerve.

[32] Ishizaki M, Suga T, Kimura E, Shiota T, Kawano R (2008). Mdx respiratory impairment following fibrosis of the diaphragm.. Neuromuscular Disorders.

[33] Bulfield G, Siller WG, Wight PA, Moore KJ (1984). X chromosome-linked muscular dystrophy (mdx) in the mouse.. Proc Natl Acad Sci U S A.

[34] Ryder-Cook AS, Sicinski P, Thomas K, Davies KE, Worton RG, Barnard EA, Darlison MG, Barnard PJ (1988). Localization of the mdx mutation within the mouse dystrophin gene.. EMBO J.

[35] Cooper BJ, Winand NJ, Stedman H, Valentine BA, Hoffman EP (1988). The homologue of the Duchenne locus is defective in X-linked muscular dystrophy of dogs.. Nature.

[36] Bassett DI, Currie PD (2003). The zebrafish as a model for muscular dystrophy and congenital myopathy.. Hum Mol Genet.

[37] Bessou C, Giugia JB, Franks CJ, Holden-Dye L, Segalat L (1998). Mutations in the Caenorhabditis elegans dystrophin-like gene dys-1 lead to hyperactivity and suggest a link with cholinergic transmission.. Neurogenetics.

[38] Neuman S, Kaban A, Volk T, Yaffe D, Nudel U (2001). The dystrophin/utrophin homologues in Drosophila and in sea urchin.. Gene.

[39] Roberts RG, Bobrow M (1998). Dystrophins in vertebrates and invertebrates.. Hum Mol Genet.

[40] Shcherbata HR, Yatsenko AS, Patterson L, Sood VD, Nudel U (2007). Dissecting muscle and neuronal disorders in a Drosophila model of muscular dystrophy.. Embo J.

[41] van der Plas MC, Pilgram GS, de Jong AW, Bansraj MR, Fradkin LG (2007). Drosophila Dystrophin is required for integrity of the musculature.. Mech Dev.

[42] van der Plas MC, Pilgram GS, Plomp JJ, de Jong A, Fradkin LG (2006). Dystrophin is required for appropriate retrograde control of neurotransmitter release at the Drosophila neuromuscular junction.. J Neurosci.

[43] Jin H, Tan S, Hermanowski J, Bohm S, Pacheco S (2007). The dystrotelin, dystrophin and dystrobrevin superfamily: new paralogues and old isoforms.. BMC Genomics.

[44] Regulski M, Stasiv Y, Tully T, Enikolopov G (2004). Essential function of nitric oxide synthase in Drosophila.. Curr Biol.

[45] Nambu JR, Chen W, Hu S, Crews ST (1996). The Drosophila melanogaster similar bHLH-PAS gene encodes a protein related to human hypoxia-inducible factor 1 alpha and Drosophila single-minded.. Gene.

[46] Lavista-Llanos S, Centanin L, Irisarri M, Russo DM, Gleadle JM (2002). Control of the hypoxic response in Drosophila melanogaster by the basic helix-loop-helix PAS protein similar.. Mol Cell Biol.

[47] Sonnenfeld M, Ward M, Nystrom G, Mosher J, Stahl S (1997). The Drosophila tango gene encodes a bHLH-PAS protein that is orthologous to mammalian Arnt and controls CNS midline and tracheal development.. Development.

[48] Liu G, Roy J, Johnson EA (2006). Identification and function of hypoxia-response genes in Drosophila melanogaster.. Physiol Genomics.

[49] Gullan PJ, Cranston PS (1994). The insects: an outline of entomology..

[50] Consoulas C, Theophilidis G (1992). Anatomy, innervation and motor control of the abdominal dorsal muscles of Decticus albifrons (Orthoptera).. Journal of Insect Physiology.

[51] West JB (1996). Prediction of barometric pressures at high altitudes with the use of model atmospheres.. J Appl Physiol.

[52] Tusher VG, Tibshirani R, Chu G (2001). Significance analysis of microarrays applied to the ionizing radiation response.. Proc Natl Acad Sci U S A.

[53] Krishnan SN, Sun Y-A, Mohsenin A, Wyman RJ, Haddad GG (1997). Behavioral and Electrophysiologic Responses of Drosophila melanogaster to Prolonged Periods of Anoxia.. Journal of Insect Physiology.

[54] Benzer S (1967). Behavioral mutants of Drosophila isolated by countercurrent distribution.. Proc Natl Acad Sci U S A.

[55] Greene JC, Whitworth AJ, Kuo I, Andrews LA, Feany MB (2003). Mitochondrial pathology and apoptotic muscle degeneration in Drosophila parkin mutants.. Proc Natl Acad Sci U S A.

[56] Pfaffl MW, Horgan GW, Dempfle L (2002). Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PCR.. Nucleic Acids Res.

[57] Abraham RT (2005). TOR Signaling: An Odyssey from Cellular Stress to the Cell Growth Machinery.. Current Biology.

[58] Horowitz A, Simons M (2008). Branching Morphogenesis.. Circ Res.

[59] Reddy BVVG, Irvine KD (2008). The Fat and Warts signaling pathways: new insights into their regulation, mechanism and conservation.. Development.

[60] Priti A, Gabriel GH (2009). Survival in Acute and Severe Low O2 Environment.. Annals of the New York Academy of Sciences.

[61] Scrable H, Medrano S, Ungewitter E (2009). Running on empty: How p53 controls INS/IGF signaling and affects life span.. Experimental Gerontology.

[62] Fradkin LG, Baines RA, van der Plas MC, Noordermeer JN (2008). The dystrophin Dp186 isoform regulates neurotransmitter release at a central synapse in Drosophila.. J Neurosci.

[63] Huang H, Haddad GG (2007). Drosophila dMRP4 regulates responsiveness to O2 deprivation and development under hypoxia.. Physiol Genomics.

[64] Zhou D, Xue J, Chen J, Morcillo P, Lambert JD (2007). Experimental selection for Drosophila survival in extremely low O2 environment.. PLoS ONE.

[65] Baird NA, Turnbull DW, Johnson EA (2006). Induction of the heat shock pathway during hypoxia requires regulation of heat shock factor by hypoxia-inducible factor-1.. J Biol Chem.

[66] Pelham HR (1982). A regulatory upstream promoter element in the Drosophila hsp 70 heat-shock gene.. Cell.

[67] Orosz A, Wisniewski J, Wu C (1996). Regulation of Drosophila heat shock factor trimerization: global sequence requirements and independence of nuclear localization.. Mol Cell Biol.

[68] Snoeckx LH, Cornelussen RN, Van Nieuwenhoven FA, Reneman RS, Van Der Vusse GJ (2001). Heat shock proteins and cardiovascular pathophysiology.. Physiol Rev.

[69] Michaud S, Marin R, Tanguay RM (1997). Regulation of heat shock gene induction and expression during Drosophila development.. Cellular and Molecular Life Sciences (CMLS).

[70] Azad P, Zhou D, Russo E, Haddad GG (2009). Distinct Mechanisms Underlying Tolerance to Intermittent and Constant Hypoxia in Drosophila melanogaster.. PLoS ONE.

[71] Bornman L, Polla BS, Gericke GS (1996). Heat-shock protein 90 and ubiquitin: developmental regulation during myogenesis.. Muscle Nerve.

[72] Bornman L, Polla BS, Lotz BP, Gericke GS (1995). Expression of heat-shock/stress proteins in Duchenne muscular dystrophy.. Muscle Nerve.

[73] Doran P, Martin G, Dowling P, Jockusch H, Ohlendieck K (2006). Proteome analysis of the dystrophin-deficient MDX diaphragm reveals a drastic increase in the heat shock protein cvHSP.. Proteomics.

[74] Lundby C, Calbet JA, Robach P (2009). The response of human skeletal muscle tissue to hypoxia.. Cell Mol Life Sci.

[75] West JB (2000). The physiologival challenge of climbing Mt. Everest.. Annals of the New York Academy of Sciences.

[76] West JB (2003). George I. Finch and his pioneering use of oxygen for climbing at extreme altitudes.. J Appl Physiol.

[77] Bailey DD, Bruce (1997). Physiological implications of altitude training for endurance performance at sea level: a review.. British Journal of Sport Medicine.

[78] Brutsaert T (2008). Do high-altitude natives have enhanced exercise performance at altitude?. Applied Physiology Nutritional and Metabolism.

[79] Askew EW (2002). Work at high altitude and oxidative stress: antioxidant nutrients.. Toxicology.

[80] Ouarda T-L, Takeshi A, Grant H, Uri N, David Y (2008). Dystrophin deficiency in Drosophila reduces lifespan and causes a dilated cardiomyopathy phenotype.. Aging Cell.

[81] Slama K (1988). A New Look at Insect Respiration.. Biol Bull.

[82] Bradley TJ (2008). Control of the Respiratory Pattern in Insects.. Hypoxia And The Circulation.

# Supplementary material for: Chronic Hypoxia Impairs Muscle Function in the Drosophila Model of Duchenne's Muscular Dystrophy (DMD)
**Source:** PLoS One. 2010 Oct 20;5(10):e13450. doi: 10.1371/journal.pone.0013450
**Supplement:** Table S1 — Expedition log book for Mount Denali/McKinley Hypoxia Research Expedition. Information obtained during the ascent and summit of Denali, June 1st to June 16th of 2007. The oxygen pressure (PO2) was calculated from the barometric pressure. Load Ferry (LF) refers to a climb with loads to the specified highpoint and return to the starting point. The time of exposure is indicated in brackets. (0.02 MB PDF)

Table S1. Expedition log book for Mount Denali / McKinley Hypoxia Research Expedition. Information obtained during the ascent and summit of Denali, June 1st to June 16th of 2007. The oxygen pressure (PO₂) was calculated from the barometric pressure. Load Ferry (LF) refers to a climb with loads to the specified highpoint and return to the starting point. The time of exposure is indicated in brackets.

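The table gives the course of the exposure of the CH-*dmDys* flies. The flies were carried on the mountain for 16 days, from the base camp, where the oxygen of the thinner air corresponded to 16.3% at sea level, to the summit at 6194 m, where it corresponded to 9.9%. The exposure was therefore not constant: oxygen fell with each gain in height and rose again where a carry returned to the lower camp. The sample labels describe the CH flies as exposed for 2 weeks. The arrays of 4 CH-*dmDys* flies were made after this exposure, and those of the 4 normoxic *dmDys* flies are their controls. Normoxic flies stayed in Philadelphia, so travel and conditions on the mountain other than oxygen differ together with CH. The paper leaves open that temperature, humidity or air pressure had some influence.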

DAY	LOCATION	ALTITUDE<br>(m)	PO ₂<br>mmHg (%)
1	Base Camp	2200	123.6 (16.3%)
2	Base Camp	2200	123.6 (16.3%)
3	Base Camp	2200	123.6 (16.3%)
4	Ski Hill	2400	120.7 (15.9%)
5	Kahiltna Pass	2950	113.0 (14.9%)
6	Motorcycle Hill	3350	107.7 (14.2%)
7	Motorcycle Hill	3350	107.7 (14.2%)
8	LF from Motorcycle	4150 (5 hours)	97.7 (12.9%)
9	Medical Camp	4350	95.3 (12.5%)
10	LF from Medical Camp	4150 (5 hours)	97.7 (12.9%)
11	Medical Camp	4350	95.3 (12.5%)
12	LF from Medical Camp	4900	89.0 (11.7%)
13	Medical Camp	4350	95.3 (12.5%)
14	High Camp	5250	85.1 (11.2%)
15	Summit	6194 (0.3 hours)	75.4 (9.9%)
16	High Camp	5250	85.1 (11.2%)

# Supplementary material for: Chronic Hypoxia Impairs Muscle Function in the Drosophila Model of Duchenne's Muscular Dystrophy (DMD)
**Source:** PLoS One. 2010 Oct 20;5(10):e13450. doi: 10.1371/journal.pone.0013450
**Supplement:** Table S2 — Genes tested by qPCR for microarray validation. Name, catalog number from Applied Biosystems® and REFSEQ from each gene used on validation of microarray study. The last gene is the housekeeping gene used. (0.01 MB PDF)

Table S2. List of genes used for microarray validation. Name, catalog number from Applied Biosystems® and REFSEQ from each gene used on validation of microarray study. The last gene is the housekeeping gene used.

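The table names the TaqMan probe sets of the qPCR experiments, which measure 1 transcript each by the cycle at which its amplified product is detected, relative to a housekeeping transcript. CG10531 of the table is Cht9 and CG7738 is CG34227 in the annotation used here. Of the genes listed for *dmDys* flies, LysX, CG13311 and Cht9 were higher and CG12057 and Jon44E lower on the arrays; the qPCR values themselves were not analysed here.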

NAME	TAQMAN GENE<br>EXPRESSION ASSAY ID	REFSEQ
CG10531	Dm01827770_g1	NM_137699.3
CG13311	Dm02367367_s1	NM_140001.2
lysosome X	Dm01821925_s1	NM_079157.1
jonah 44E	Dm01812211_s1	NM_165618.1
CG12057	Dm01837328_s1	NM_132306.2
juvenile hormone esterase	Dm01821470_g1	NM_079034.2
CG15369	Dm018352_g1	NM_132314.1
odorant binding protein 99b	Dm02146202_s1	NM_143456.1
CG7738	Dm01819533_s1	NM_136809.3
hormone receptor-like in 38	Dm01842600_m1	NM_057771.2
ribosome protein like 11	Dm01842483-g1	NM_025919.5

# Supplementary material for: Chronic Hypoxia Impairs Muscle Function in the Drosophila Model of Duchenne's Muscular Dystrophy (DMD)
**Source:** PLoS One. 2010 Oct 20;5(10):e13450. doi: 10.1371/journal.pone.0013450
**Supplement:** Table S4 — List of top 10 differentially expressed genes detected in dmDys exposed to CH profiling. Affy ID, name, FlyBase ID and fold change is shown for each gene. (0.02 MB PDF)

Table S4. List of top 10 differentially expressed genes detected in *dmDys* exposed to CH profiling. Affy ID, name, FlyBase ID and fold change is shown for each gene.

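The table gives fold changes, with a minus sign for a fall. On the log2 scale the other genes at the extremes of the CH response in *dmDys* flies behaved as follows. The cold-response gene Fst had a log2 level of 10.74 ± 1.45 (SD, n = 4) in CH-*dmDys* and 3.73 ± 0.64 (SD, n = 4) in normoxic *dmDys* flies, a ratio of 168.9. CG15043 rose by 7.17 (standard error 0.74, adjusted p = 0.003), CG6337 by 6.91 (standard error 0.57, adjusted p = 0.002) and CG6839 by 6.60 (standard error 0.29, adjusted p = 1.7e-04). The glutathione peroxidase-like gene Gpxl, listed as CG15116, fell by 8.20 (standard error 0.38, adjusted p = 1.9e-04), the sugar transporter gene sut4 by 7.88 (standard error 0.18, adjusted p = 1.3e-05) and CG17571 by 8.14 (standard error 0.31, adjusted p = 1.2e-04). Over the probe sets of Table S3 that could be matched, the log2 changes computed here and those of the paper had a correlation of 0.997 across genes, which are not independent replicates.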

Affy ID	NAME	FlyBase ID	FOLD CHANGE
1635270_at	CG14499-PA	FBgn0034317	708.34
1632720_at	lyzosome X	FBgn0004431	494.87
1634064_at	CG13311-PA	FBgn0035929	249.54
1630600_at	frost	FBgn0037724	168.94
1623027_s_at	CG6277-PA	FBgn0039475	159.84
1631446_at	chitinase 9	FBgn0034582	146.66
AFFX-r2-Dros-<br>Act5C-5_at	actin 5C	FBgn0000042	124.77
1633749_at	CG6337	FBgn 0033873	124.15
1626386_at	cuticular protein 57A	FBgn0034517	115.12
1628541_at	tak-1 like 1	FBgn0046689	113.17
1624543_s_at	SD01615P	FBgn0029744	-253.68
1628617_at	drosomycin-4	FBgn0052282	-266.95
1637055_s_at	gtwin	FBte0001062	-297.44
1633617_at	CG15116-PA	FBgn0034415	-323.10
1639364_at	jonah 44E	FBgn0001285	-336.59
1634076_at	LP05863P	FBgn0030098	-624.61
1632841_x_at	heat shock protein 70Ba	FBgn001327	-836.12
1639571_s_at	heat shock protein 70BBB	FBgn0051354	-2132.20
1626821_s_at	heat shock protein 70AB	FBgn0013276	-2570.69

1635878_s_at

CG17571-PA.3

FBgn0032947

-2923.00

# Supplementary material for: Chronic Hypoxia Impairs Muscle Function in the Drosophila Model of Duchenne's Muscular Dystrophy (DMD)
**Source:** PLoS One. 2010 Oct 20;5(10):e13450. doi: 10.1371/journal.pone.0013450
**Supplement:** Table S7 — List of top 10 differentially expressed genes expression detected in WT flies exposed to CH profiling. Affy ID, name, FlyBase ID and fold change is shown for each gene. (0.01 MB PDF)

Table S7. List of top 10 differentially expressed genes expression detected in WT flies exposed to CH profiling. Affy ID, name, FlyBase ID and fold change is shown for each gene.

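The fold changes of the table compare CH-WT with normoxic WT flies on the linear scale. CG34040, a probe set given without a name in the table, had a log2 level of 8.50 ± 3.26 (SD, n = 4) in CH-WT flies and lay near the floor in normoxic WT flies, a log2 difference of 6.07 (standard error 1.59, adjusted p = 1.000 from limma). CG18547 had a difference of 3.82 (standard error 0.86) and CG14957 one of 3.03 (standard error 0.81), both with adjusted p = 1.000. In all 3 genes the 4 CH-WT flies lay above the 4 normoxic WT flies. Of the 55 probe sets of Table S6 that could be matched, all had the direction of the table, 43 had an unadjusted p under 0.05 and a change of at least 2-fold, 9 were called by SAM and 0 by limma.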

| Affy ID      | NAME                        | FlyBase ID  | FOLD CHANGE |
|--------------|-----------------------------|-------------|-------------|
| 1623675_at   | odorant-binding protein 99B | FBgn0039685 | 50.01       |
| 1639982_at   | CG15369-PA                  | FBgn0030105 | 26.88       |
| 1637833_at   | juvenile hormone esterase   | FBgn0010052 | 23.22       |
| 1634525_at   | CG7738-PA                   | FBgn0033596 | 20.77       |
| 1632841_x_at | heat shock protein 70 Ba    | FBgn001327  | 11.83       |
| 1626821_s_at | heat shock protein 70 BBB   | FBgn0051354 | 11.40       |
| 1626248_at   | CG18547                     | FBgn0037973 | 9.29        |
| 1630568_at   | unknown                     |             | 8.70        |
| 1629738_at   | CG14954-RA                  | FBgn0052486 | 7.46        |
| 1639571_s_at | heat shock protein 70AB     | FBgn0013276 | 7.34        |
| 163966_at    | hormone receptor-like in 38 | FBgn0014859 | -10.31      |

# Supplementary material for: Chronic Hypoxia Impairs Muscle Function in the Drosophila Model of Duchenne's Muscular Dystrophy (DMD)
**Source:** PLoS One. 2010 Oct 20;5(10):e13450. doi: 10.1371/journal.pone.0013450
**Supplement:** Figure S1 — Time of recovery from severe hypoxic challenge assay. The dmDysC-term and dmDysN-term driven by either P-tub-Gal4 or 24B-Gal4 were exposed either to normoxia (triangle) or CH (square) following the hypoxia protocol. Then, the flies were exposed for 2 hours under 1% FiO2 and then to room air. The starting time was considered as the moment when the normoxia was reestablished and a complete recovery was considered when the fly climbed the vial. The driver P-tub-Gal4 or 24B-Gal4 was used as control. Five vials from each genotype were used containing 20 flies per vial. The dotted line shows the median recovery time of the assay. *** p<0.001 dmDys vs. drivers. # p<0.05 from CH-dmDys vs. normoxic dmDys. (0.05 MB PDF)

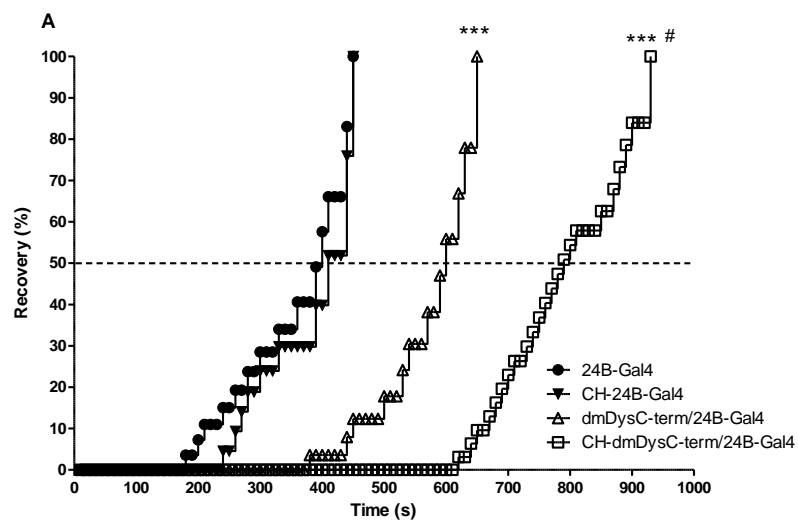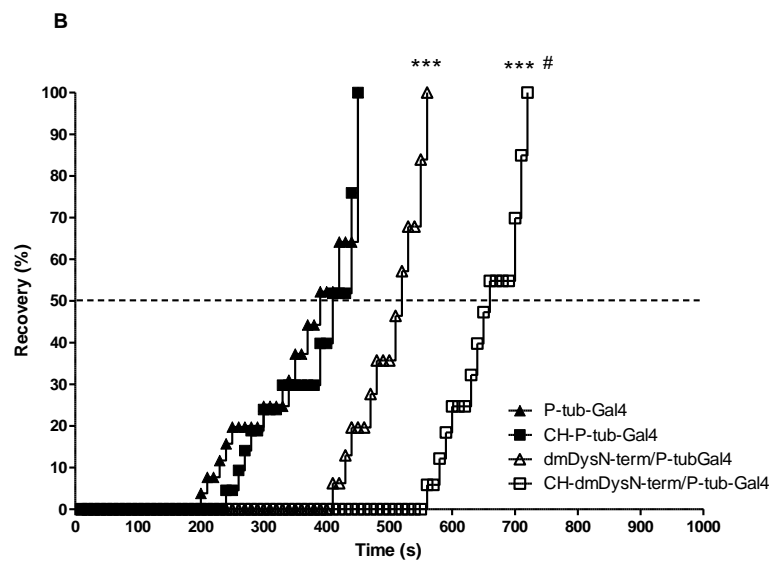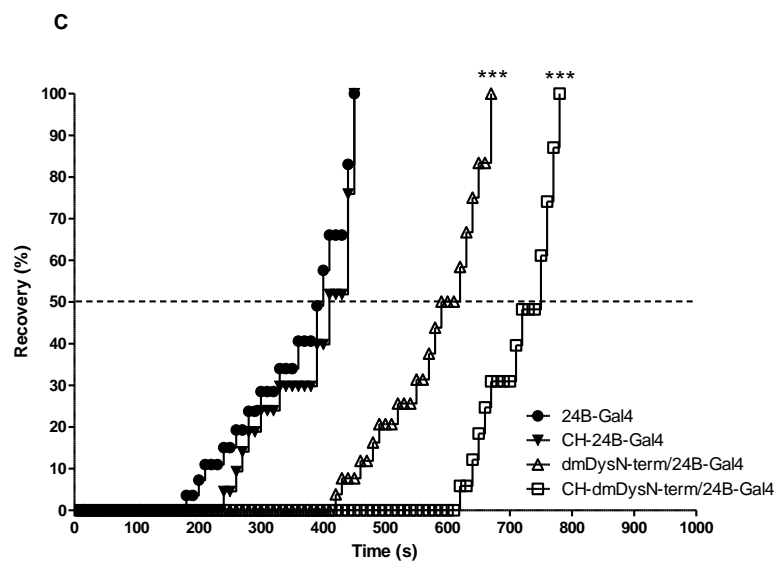

Figure S1. Time of recovery from severe hypoxic challenge assay. The *dmDysC-term* and *dmDysN-term* driven by either *P-tub-Gal4* or *24B-Gal4* were exposed either to normoxia (triangle) or CH (square) following the hypoxia protocol. Then, the flies were exposed for 2 hours under 1% FiO₂ and then to room air. The starting time was considered as the moment when the normoxia was reestablished and a complete recovery was considered when the fly climbed the vial. The driver *P-tub-Gal4* or *24B-Gal4* was used as control. Five vials from each genotype were used containing 20 flies per vial. The dotted line shows the median recovery time of the assay. *** $p < 0.001$ *dmDys* vs. drivers. # $p < 0.05$ from *CH-dmDys* vs normoxic *dmDys*.

How the deposited data were processed for this re-analysis (not part of the article)

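Transcript levels were measured in 16 single whole flies, 4 each of CH-*dmDys*, normoxic *dmDys*, CH-WT and normoxic WT, on 16 Affymetrix Drosophila Genome 2.0 arrays after amplification with the NuGEN Ovation system. The authors processed the image files with GCRMA in GeneSpring, and the values used here are intensity on a linear scale, 1 column per fly, with no pooling of flies. The labels give flies of 3 to 5 days of age, exposure to CH for 2 weeks and normal air for the controls; the paper gives 16 days on the mountain, at 16.3% to 9.9% oxygen and up to 6194 m, for the CH-*dmDys* flies. The lowest values and the upper quartiles of the *dmDys* and of the WT arrays differ, so the authors' values come from 2 separate normalizations, which is not stated in the sources used here. Levels of *dmDys* and WT flies set side by side include this difference. Groups were taken from the titles of the samples, and all 16 columns were used. Some labels conflict with the titles: CH-WT replicate 3 has *dmDys* as its strain, another CH-WT fly has a second number, CH-*dmDys* replicate 5 has no strain, and the source names of the normoxic *dmDys* flies contain CH. Titles and the paper's 4 flies per group were followed. The lowest log2 value of CH-WT replicate 3, 1.95, is that of the other WT arrays, against 2.06 in the *dmDys* arrays.

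Log2 of the values was taken without an offset. Of 18952 probe sets, 45 hybridization controls were left out and 18907 were tested. The annotation gives 1 gene symbol for 13647 probe sets (11982 genes), several for 402 and none for 4903; probe sets that match several genes carry the name of the paper's tables. Each comparison was fitted with limma 3.58.1 in R 4.3.3 on its own 8 arrays: CH-*dmDys* against normoxic *dmDys*, CH-WT against normoxic WT, and normoxic *dmDys* against normoxic WT. The difference between the CH responses was an interaction in 1 fit of all 16 arrays. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1 in size. Single measures were compared with two-sided exact permutation tests, whose smallest p for 4 flies against 4 is 0.029. The similarity of arrays was the squared Pearson correlation of log2 values over all probe sets, with average-linkage clustering. The preservation of RNA was described by the 3' minus the 5' log2 value of the control probe sets of Act5C, Gapdh and eIF-4a.

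Before the data were examined, 26 gene lists, the comparisons, their tests and the rule for naming genes were fixed, after the paper's tables had been read. The named genes are those the paper names for a comparison, the 10 largest rises and 10 largest falls among called probe sets with 1 symbol and groups that do not overlap, the 2 to 4 largest changes of each list described, and Dys. Of the lists, 25 have at least 2 measured members. Each gene was represented by its brightest probe set, except in the heat shock list, which holds all 13 probe sets of its genes because several match more than 1 gene; of these, 10 remain when probe sets that share a gene with a brighter one are left out. The lists were inducible heat shock genes, other chaperones, hypoxia response genes, glycolysis, TCA cycle, oxidative phosphorylation, antimicrobial peptides, digestive enzymes, cuticle and chitin, amino acid metabolism, M phase, regulators of protein kinase activity, storage proteins and fat body, detoxification, ribosomal proteins, muscle structure, dystrophin complex, clock genes near dusk and near dawn, eggs and yolk, testis, male accessory gland, eye, odorant-binding proteins and blood cells. The list of male dosage compensation RNAs had fewer members and was not tested. Lists were tested with camera at a preset correlation of 0.01 and at an estimated one, adjusted over the 25 lists of a comparison.

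The methods of the paper name SAM with p under 0.05, a false discovery rate of 0% and a 2-fold change; SAM was re-implemented with all splits of the 8 flies as an alternative. The other alternatives were quantile normalization over all 16 arrays, centring of arrays, array weights, 1 fit over all 4 groups, moderation with trend, a floor at log2 of 4, probe sets brighter than the median only, no cross-hybridizing probe sets, no fold threshold, folds of linear means, linear values for the similarity of arrays, the middle control probe sets, all probe sets of each gene in the lists, pairs of flies by their numbers, and leaving out each fly in turn for calls and named genes. Later additions were the 3' to 5' difference as a covariate, the joint omission of CH-WT replicate 7 and normoxic WT replicate 5, leaving out each fly in turn for lists, similarity and the 3' to 5' difference, and the brightest heat shock probe set of each gene only. The tests were checked on simulated arrays with known changes in 67, 67 and 66 of the 18907 probe sets, all with a mean log2 level above 6. Where a real comparison has many more changes, its cutoff on p is looser than in the simulation. Random draws used the seed 20260701. Figures were drawn with python 3.11.15 and matplotlib 3.10.9. The number of arrays, 4 per group, limits the precision of every value. The qPCR, hypoxia-recovery and climbing measurements of the paper were not analysed here.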

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

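The tests on separate normalization, on the control transcripts and on the WT flies low in testis transcripts were chosen only after the results had been seen, as were the covariate for the 3' to 5' difference, the heat shock list of 10 probe sets, the omission of those flies and the regrouping of WT flies with the *dmDys* groups kept.

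The response of the 13 inducible heat shock probe sets to CH differed between the genotypes, with a median of -5.90 for *dmDys* minus WT. The *dmDys* and WT arrays were normalized separately, but each CH response lies within a single normalization. An offset between these arrays therefore cancels in this difference, whose median was -5.72 after quantile normalization over all 16 arrays. Between normoxic *dmDys* and normoxic WT flies such an offset does not cancel. There the probe sets stayed higher by a median of 2.49 after quantile normalization. That argues against separate normalization as the whole cause of the higher normoxic level. In the fit with the 3' to 5' difference as a covariate the median fall under CH in *dmDys* flies was -3.08, against -3.30 before. In it 9 of the 13 were called. The covariate ran from 2.95 to 4.09 in CH-*dmDys* and from 5.76 to 10.34 in normoxic *dmDys* flies. Without overlap between the groups, this fit cannot separate RNA integrity from CH. The kind of hypoxia (hypobaric in *dmDys*, normobaric in WT flies) differs with genotype on these arrays; the qPCR values of the paper's Table 2, not analysed here, mark heat shock transcripts other than Hsp23 as lower in *dmDys* flies under normobaric CH too, by smaller folds, which goes against it as the whole cause for these; the fall of Hsp23 has no mark of significance there. The absence of dystrophin, a partial effect of the kind of hypoxia, travel and temperature on the mountain and the handling of the flies at collection remain open. None was tested here. RNA integrity remains open too.

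In CH-*dmDys* flies the 3' to 5' difference of the control transcripts was lower than in normoxic *dmDys* flies by -5.16. The paper does not report this difference as such. Its Table S4 lists the Act5C 5' control probe set as a changed gene, with a fold of 124.77. Table 1 lists another Act5C 5' control probe set as higher in both genotypes. Here the log2 change of Act5C in *dmDys* flies was 7.99 at the 5' and 1.26 at the 3' probe set. In 3 of the 3 controls the change grew from the 3' over the middle to the 5' probe set, which is consistent with longer cDNA or better preserved RNA in the CH-*dmDys* flies. A higher transcript level of the control genes as the whole cause is argued against by the 3' probe sets, whose mean change was 0.65, against 5.82 at the 5' probe sets. Whether the difference arose in the flies, at their collection or in the amplification remains open, and no biological explanation was tested.

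CH-WT replicate 7 and normoxic WT replicate 5 had a median testis level of 2.27 and 2.23, far from the other 3 flies of their groups, and a mean squared correlation with their own group of 0.607 and 0.568. Their squared correlation with each other was 0.927. Both were picked for the same lack of testis transcripts, which raises this value, so it does not decide whether the arrays are poor. Females among males are argued against by the yolk protein gene Yp1, at most 2.59 in these flies. The testis level argues against *dmDys* flies like the 8 measured, labelled as WT. The lowest of these 8 lies 11.03 above CH-WT replicate 7 and normoxic WT replicate 5. They belong to different groups, so CH does not separate them from the others. A *dmDys* fly that lacks testis transcripts itself, a lack of germ cells, a difference in age and a difference in stock remain open and were not tested.

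Further single flies lay far from the other 3 of their group. CH-*dmDys* replicate 5 had a 3' to 5' difference of 4.09 (others 2.95 to 3.09) and one of 5.37 for eIF-4a alone (others 4.01 to 4.17). CH-WT replicate 7 had one of 5.29 for eIF-4a (others 6.68 to 6.82). Normoxic WT replicate 5 had a median of 2.21 for egg and yolk genes (others 2.16 to 2.17) and of 7.60 for blood cell genes (others 4.27 to 4.65). Over 15 measures, some of them related, in each of the 4 groups (60 tests), 9 values lay apart, and chance gives about 3; the 9 belong to CH-*dmDys* replicate 5, CH-WT replicate 7 and normoxic WT replicate 5.

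The CH responses of *dmDys* and WT flies differed in 169 probe sets. Among called probe sets with 1 gene symbol, the largest positive differences were in LysX (10.13), CG15043 (8.94), CG13311 (8.05), the peroxidase gene Pxt (7.47), Acbp6 (7.45), CG6337 (7.44), CG6839 (7.40), Cht9 (6.99), the caspase gene Damm (6.93) and CG15358 (6.90). The largest negative ones were in Gpxl (-8.32), Drsl4 (-7.85), alphagamma-element (-7.22), Hsp68 (-6.95), AsnS (-6.80), CG12643 (-6.15), Hsp26 (-6.10), CG7900 (-5.78), the glutathione synthesis gene Gclm (-5.60) and CG12498 (-5.57). Drsl4 and CG12498 lay at the floor in both groups of WT flies, where a fall cannot be seen. The calls of LysX, CG15043, Damm, CG15358, AsnS and CG12643 were lost in 13, 11, 13, 12, 10 and 13 of the 16 fits that leave out 1 fly (adjusted p from 0.052 to 0.115). Over splits of all 16 flies 3 of 100 gave a count as large as the 169, the real one included. The highest other gave 1166, several times the real count, which points to a structure of the samples. The 97 splits that exchange *dmDys* flies gave at most 2 calls, and the 3 that keep the *dmDys* groups are the 3 that gave 169 or more. With the *dmDys* groups kept, 59 of all 70 groupings of the WT flies gave 169 or more (median of the others 267, highest 2399), so the count rests on the grouping of the *dmDys* flies, and for the grouping of the WT flies chance cannot be excluded. The 10 groupings with the most calls all had CH-WT replicate 7 and normoxic WT replicate 5 in the same group. Of the heat shock probe sets 12 were called in the real grouping, and 4 of the 70, the real one included, gave as many.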

How the results depend on the processing

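The 3' to 5' covariate, the omission of CH-WT replicate 7 and normoxic WT replicate 5, leaving out single flies for lists, similarity and the 3' to 5' difference, and the brightest heat shock probe set of each gene only were chosen only after the results had been seen; for none of the changes below was the cause tested, except where fewer flies or probe sets or a stricter or looser rule is part of the alternative itself. The call count for CH-*dmDys* against normoxic *dmDys*, 1801, was 912 in 1 fit over all 4 groups, 471 with SAM, 3819 without a fold threshold, 29 with the covariate and 12 with the flies that share a number in both groups as pairs in a replicate block. The numbers do not pair flies, so this last count rests on fewer flies and a block without meaning. The count of 0 for CH-WT was 2 after quantile normalization, 6 with array weights, 10 in 1 fit over all 4 groups, 9 with SAM and 2 without cross-hybridizing probe sets. Normoxic *dmDys* against normoxic WT, 3504, was 1529 after quantile normalization, 1873 with centred arrays, 5342 with array weights, 1441 with SAM and 11596 without a fold threshold. The difference between the CH responses, 169, was 103 after quantile normalization, 95 with centred arrays, 54 with array weights and 698 without the 2 WT flies low in testis transcripts. Both the count shared by the CH responses and that of heat shock probe sets called in WT flies, 0 each, were 2 after quantile normalization, 5 with array weights, 8 in 1 fit over all 4 groups and 8 with SAM.

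Mean squared correlations over the probe sets brighter than the median were 0.949 within normoxic *dmDys*, 0.958 within CH-*dmDys*, 0.802 between them, 0.517 within normoxic WT, 0.495 within CH-WT and 0.596 between these; on linear values the *dmDys* ones were 0.965, 0.973 and 0.881. The 3' to 5' difference of CH-WT against normoxic WT, -1.08, was -1.09 after quantile normalization (exact p = 0.114), -0.22 with the middle probe sets (exact p = 0.457) and -0.59 without the 2 flies (exact p = 0.100). The number of lists past camera's threshold was 1, 1, 0 and 1 in the 4 comparisons with an estimated correlation, where the heat shock list had adjusted p = 0.331 in normoxic *dmDys* against normoxic WT, and after quantile normalization it was 7 for normoxic *dmDys* against normoxic WT and 5 for the difference between the responses.

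Leaving out each fly in turn gave 1255 to 2109 calls for CH in *dmDys*, 0 to 1 for CH in WT (1 without CH-WT replicate 6), 2916 to 5049 for normoxic *dmDys* against normoxic WT and 115 to 321 for the difference between the responses (321 without CH-WT replicate 7, 309 without normoxic WT replicate 5). The shared count was 0 to 0, and the heat shock counts were 13 to 13, 0 to 0, 11 to 11 and 12 to 12. Squared correlations were 0.985 to 0.989 within normoxic *dmDys*, 0.987 to 0.990 within CH-*dmDys*, 0.945 to 0.952 between them, 0.702 to 0.985 within normoxic WT, 0.707 to 0.958 within CH-WT and 0.803 to 0.877 between these. The 3' to 5' differences were -6.06 to -4.54, -1.32 to -0.56 and 0.67 to 2.20, and the numbers of lists 7 to 10, 9 to 14, 17 to 19 and 2 to 8. In WT flies the direction turned for oxidative phosphorylation (adjusted p = 0.003; 8.3e-05 to 0.973 over the flies) and muscle structure (0.015; 9.7e-04 to 0.903) without CH-WT replicate 6 and for testis genes (7.1e-09; 7.1e-09 to 0.222) without CH-WT replicate 7. For the difference between the responses it turned for the M phase (0.005; 0.005 to 1.000) without CH-WT replicate 7, for testis genes (7.2e-04; 3.9e-04 to 0.953) without normoxic WT replicate 5, and for the M phase (0.014) without both of these flies. With the brightest heat shock probe set of each gene only, the 4 heat shock counts were 10, 0, 8 and 9 of 10. Over all probe sets of each gene the lists of muscle structure in *dmDys* flies under CH (0.105), hypoxia response in WT flies under CH (0.268) and in normoxic *dmDys* against normoxic WT (0.255), and digestive enzymes (0.055), M phase (0.055), kinase regulators (0.058) and muscle structure (0.055) in the latter lost their call. After quantile normalization it turned in normoxic *dmDys* against normoxic WT for the TCA cycle (0.445), oxidative phosphorylation (0.128), M phase (0.965), kinase regulators (0.705), muscle structure (1.0e-04), eggs and yolk (0.980) and Pglym78 (log2 -0.10). With the covariate it turned for RpL24-like (-0.18), RpL34a (-0.18) and Dg (0.0049).

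A named probe set counts as unchanged when it was called in the same direction in both fits, or called in neither. Of the 113 named probe sets in *dmDys* under CH, 781 of 904 values with a fly left out were unchanged, 121 lost the call and 2 gained it. For normoxic *dmDys* against normoxic WT it was 797, 47 and 4 of 848, and for the difference between the responses 2066, 126 and 32 of 2224. In WT flies under CH no named probe set was called, and 1 of 944 values gained a call. With the covariate 36 of 113 were unchanged in this sense, 74 lost the call and 3 turned. After quantile normalization 68 of 106 named probe sets were unchanged in normoxic *dmDys* against normoxic WT, 37 lost the call and 1 turned. Moderation with trend and folds of linear means moved none of the call counts by more than 1.5-fold. Transcripts near the floor of the arrays limit the folds. With log2 values under 4 set to 4, 20 of 106 named probe sets lost a call in normoxic *dmDys* against normoxic WT. In *dmDys* flies under CH 7 of 113 did.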

Differences from the paper's values

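The paper's mean squared correlations are 0.98 within normoxic *dmDys*, 0.97 within CH-*dmDys* and 0.86 between them, and the values here 0.986, 0.989 and 0.950. Taking the SD over pairs of flies as the bound, 0 of the 3 alternatives set before the data were examined came within the paper's value for any of them, nor did any value with 1 fly left out. On linear values the means were 0.965, 0.973 and 0.881, of which the 0.973 within CH-*dmDys* rounds to the paper's 0.97. Without normoxic *dmDys* replicate 10 the mean within normoxic *dmDys* was 0.985 (0.9847), which rounds to the paper's 0.98. The paper's values are 0.98 within normoxic WT, 0.93 within CH-WT and 0.93 between them. Here they were 0.777 (SD 0.229), 0.782 (SD 0.195) and 0.822 (SD 0.192), further from the paper's but within this bound through their large spread.

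For CH-WT against normoxic WT the paper gives 56 changed genes, 55 higher and 1 lower, and limma gives 0, 0 and 0 here. The paper's threshold is SAM with p under 0.05, a false discovery rate of 0% and a 2-fold change, and the threshold here an adjusted p with the same fold; none of the 20 alternatives set before the data were examined came within the 56 or the 55, and 1 fit over all 4 groups came within the count of lower genes, with 1. Of the paper's probe sets that limma does not call, SAM as run here called 9 higher.

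For normoxic *dmDys* against normoxic WT the paper gives 208 genes, 114 higher and 94 lower, and the values here are 3504, 2769 and 735; 0 of 19 such alternatives came within any of them. Of the paper's 208 probe sets 168 were called here, 98 higher and 70 lower. The direction was the paper's in 112 of the 114 and in 91 of the 94, and the log2 changes had a correlation of 0.933 across genes.

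The paper gives 20 genes shared by both CH responses, 10 in the same and 10 in opposite directions, and the values here are 0, 0 and 0. Of 25 such alternatives 0 came within the 20 or the 10 in the same direction. The 10 in opposite directions were reached within the bounds by 1 fit over all 4 groups and by SAM, each with 8. The paper names 8 heat shock genes that were lower under CH in *dmDys* flies and higher under CH in WT flies. Here 13 probe sets were lower in *dmDys* flies under CH, whatever their change in WT flies. They include stv and DnaJ-1, which are not among the 8, and several match copies of 1 gene. The 8 and the 13 count different sets, so they do not show a difference from the paper. By count alone, 4 of 17 such alternatives came within the 8. These were probe sets brighter than the median only (11), log2 values under 4 set to 4 (11), 1 fit over all 4 groups (12) and SAM (12). So did the 3' to 5' difference as a covariate (9) and the brightest heat shock probe set of each gene only (10), which were chosen after the values had been seen.

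The paper's fold change of CG17571 in Table S4 is -2923.00, and it was -293 here, with 0 of 10 such alternatives within; the paper's Table S3 gives a value that rounds to -293 for this gene, so the difference is between the paper's own tables. A fold counts as within when its log2 distance from the paper's is no larger than the spread between flies or than 1.5-fold. The paper's fold change of the probe set without a name in Table S7 (CG34040) is 8.70, and it was 177.5 here. With log2 values under 4 set to 4 it was 60.73. That lies within only because the spread is wide (SD 3.28 on the log2 scale), and no other of the 10 did. By the same bound Obp99b in WT flies, 50.01 in Table S7 and 254.7 here (SD 3.74), does not count as different. The paper's fold change of Ilp5 is 6.59, and it was 30.32 here. With log2 values under 4 set to 4 it was 14.63, the only one of 10 within its bound (SD 1.29 on the log2 scale).

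The paper names LysX as the most up-regulated gene in *dmDys* flies under CH; here CG14499 had a larger ratio, 708.3 against 494.9, which is the order of the paper's Table S4. It names CG12057 as the most down-regulated; here the brightest Hsp70 probe set had a ratio of -2573, against -624.4 for CG12057, and Table S4 has Hsp70 probe sets below CG12057 as well. In both cases the difference is between the text and the table of the paper. For the clustering the paper describes CH-WT flies as more similar to each other than to normoxic WT flies; here CH-WT replicates 3, 5 and 6 were each closest to a normoxic WT fly, and for *dmDys* flies the clusters were those the paper describes.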

Other observations

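The tests on clock genes and on cuticle genes against the scaling of the arrays were chosen only after the results had been seen. In CH-*dmDys* flies blood cell genes included some of the largest changes the paper does not discuss. NimC1, a phagocytosis receptor of plasmatocytes, rose by a log2 difference of 6.45 (standard error 0.26, adjusted p = 1.3e-04) from the floor of the arrays, and of 17 blood cell genes 3 were higher and 2 lower (camera, adjusted p = 0.105; 0.011 without normoxic *dmDys* replicate 8). The recognition protein gene PGRP-SB1 rose by 2.91 (standard error 0.55, adjusted p = 0.015). Of 48 odorant-binding proteins 5 were higher and 1 lower (3 and 1 when adjusted over the list alone), among them Obp18a with 1.51 (standard error 0.21, adjusted p = 0.006) and Obp93a with -1.75 (standard error 0.27, adjusted p = 0.009); the list had adjusted p = 0.530. Of 15 eye genes 2 were higher (adjusted p = 0.189; 0.032 over all probe sets of each gene), among them the pigment transporter gene scarlet (st) with 1.55 (standard error 0.20, adjusted p = 0.005).

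Cuticle genes held the largest falls in normoxic *dmDys* against normoxic WT flies. Of 129 genes 11 were higher and 18 lower (13 and 18 when adjusted over the list alone), and the largest falls with 1 gene symbol were in Cpr62Bc with a log2 difference of -9.83 (standard error 0.63, adjusted p = 8.0e-06; -10.23 after quantile normalization) and Vajk3 with -9.55 (standard error 0.55, adjusted p = 4.1e-06; -10.02). Camera placed the list lower (adjusted p = 1.7e-04, and 0.646 with an estimated correlation). The median level of the list lay at the floor in both groups, 2.08 in normoxic *dmDys* and 2.21 in normoxic WT flies. The different floors of the separate normalizations therefore enter this placement. Blood cell genes were higher in 4 of 17 (adjusted p = 0.017; 0.095 after quantile normalization; adjusted p = 0.646 with an estimated correlation), among them Hml, a clotting protein of the hemolymph, with 6.75 (standard error 0.41, adjusted p = 5.6e-06; 6.00 after quantile normalization) and prophenoloxidase PPO1 with 6.10 (5.71). Of 48 odorant-binding proteins 14 were higher and 1 lower (adjusted p = 0.198; 0.047 after quantile normalization), and of 15 eye genes 2 were higher and 3 lower (adjusted p = 0.064; 0.031 without normoxic *dmDys* replicate 10). In WT flies under CH 0 of 15 eye genes and 0 of 17 blood cell genes were called by limma or SAM or had an unadjusted p under 0.05 (adjusted p = 0.210 and 0.443); the eye list passed as higher without CH-WT replicate 5 (0.003) or normoxic WT replicate 5 (0.049), and the blood cell list without CH-WT replicate 6 (0.047).

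Of 7 clock genes 3 differed between CH-*dmDys* and normoxic *dmDys* flies, and tim, per, vri and cry did not pass (adjusted p = 0.289, 0.085, 0.892 and 0.101). Pdp1 was lower (log2 difference -1.69, standard error 0.17, adjusted p = 0.003), and cwo (1.30, standard error 0.22, adjusted p = 0.011) and Clk (2.35, standard error 0.32, adjusted p = 0.006) were higher. If the groups had been collected at different times of day, dusk and dawn genes might have shifted in opposite directions; 4 of 7 clock genes had the sign of such a shift, with Pdp1 and Clk among them and cwo against it, which does not decide the matter. The 5 genes that peak near dusk had adjusted p = 0.693 and the 2 near dawn 0.054 in *dmDys* flies under CH (0.046 without CH-*dmDys* replicate 8, 0.041 without normoxic *dmDys* replicate 7). In WT flies under CH they had 0.203 (0.013 without normoxic WT replicate 5) and 0.104, with 0 called by limma or SAM and 0 at an unadjusted p under 0.05. In normoxic *dmDys* against normoxic WT they had 0.197 (3 higher, 1 lower) and 0.336 (1 higher). Single flies decided some of these calls by limma. The call of cwo was lost in 7 of the fits that leave out 1 fly (adjusted p from 0.072 to 0.099) and that of cry in 5 (0.056 to 0.063). The call of tim was lost without normoxic *dmDys* replicate 10 (0.058).

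A difference in age since eclosion between *dmDys* and WT flies could account for the cuticle transcripts that were lower, since the cuticle is laid down in young adults. After quantile normalization over all 16 arrays the list was still placed lower (adjusted p = 0.047), which leaves both age and genotype open; the labels give the same range of ages, 3 to 5 days, for the flies.

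Whether chance can be excluded was tested by other splits of the flies. For *dmDys* flies under CH it can: 1 of 35 splits, the real one, reached 1801, and the highest other gave 0. For normoxic *dmDys* against normoxic WT 1 of 35 reached 3504, and the highest other gave 0. These groups were normalized separately and did not overlap in 70.6% of probe sets. The splits therefore cannot separate genotype from scaling there. For WT flies under CH the splits decide nothing, as a real count of 0 is reached by every split (35 of 35; highest other 0). Of the heat shock probe sets 13 were called in *dmDys* flies under CH (highest other 0, 1 of 35). The list was drawn from the paper's results on these samples. A real count above those of the splits therefore does not exclude chance for this list. For the difference between the responses 12 were called, against at most 7 in the other drawn splits of all 16 flies (1 of 100). The 97 splits that exchange *dmDys* flies gave 0, so the splits show only that the count rests on the *dmDys* groups. Over all 70 groupings of the WT flies the highest other count was also 12, and chance cannot be excluded (4 of 70). In normoxic *dmDys* against normoxic WT (11, highest other 0, 1 of 35) the separate normalization sets the same limit as above. In WT flies under CH, with a count of 0, the splits decide nothing (35 of 35, highest other 0). For the number of gene lists past camera's threshold chance cannot be excluded in any comparison. The number was 8 in *dmDys* flies under CH (highest other 11, 13 of 35) and 9 in WT flies under CH (14, 17 of 35). It was 18 in normoxic *dmDys* against normoxic WT (20, 6 of 35) and 3 for the difference between the responses (17, 97 of 100). For the count of 0 shared by both responses the splits decide nothing either (100 of 100; highest other 0).

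For the difference between the responses camera placed other chaperones more negative (adjusted p = 1.1e-06; adjusted p = 0.148 with an estimated correlation) and ribosomal proteins more positive in *dmDys* flies (adjusted p = 0.038; adjusted p = 0.999 with an estimated correlation), the latter lost without CH-*dmDys* replicate 5 or 7, normoxic *dmDys* replicate 6 or 7, CH-WT replicate 5 or 6 or normoxic WT replicate 3 or 5 (adjusted p from 0.054 to 0.131). After quantile normalization over all 16 arrays amino acid metabolism passed as more positive (adjusted p = 0.036) and muscle structure as more negative (0.012) in *dmDys* flies. Among CH-WT flies replicate 6 had lower levels than the other 3 of the storage protein genes Fbp2 (2.24 against 10.57 to 11.53) and Lsp2 (6.85 against 12.69 to 13.71) and of Obp99b (4.26 against 9.89 to 12.55).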
